# Transcriptome Analyses of Two *Citrus* Cultivars (*Shiranuhi* and *Huangguogan*) in Seedling Etiolation

**DOI:** 10.1038/srep46245

**Published:** 2017-04-07

**Authors:** Bo Xiong, Shuang Ye, Xia Qiu, Ling Liao, Guochao Sun, Jinyu Luo, Lin Dai, Yi Rong, Zhihui Wang

## Abstract

*Citrus* species are among the most important fruit crops. However, gene regulation and signaling pathways related to etiolation in this crop remain unknown. Using Illumina sequencing technology, modification of global gene expression in two hybrid citrus cultivars—*Huangguogan* and *Shiranuhi*, respectively—were investigated. More than 834.16 million clean reads and 125.12 Gb of RNA-seq data were obtained, more than 91.37% reads had a quality score of Q30. 124,952 unigenes were finally generated with a mean length of 1,189 bp. 79.15%, 84.35%, 33.62%, 63.12%, 57.67%, 57.99% and 37.06% of these unigenes had been annotated in NR, NT, KO, SwissProt, PFAM, GO and KOG databases, respectively. Further, we identified 604 differentially expressed genes in multicoloured and etiolated seedlings of *Shiranuhi*, including 180 up-regulated genes and 424 down-regulated genes. While in *Huangguogan*, we found 1,035 DEGs, 271 of which were increasing and the others were decreasing. 7 DEGs were commonly up-regulated, and 59 DEGs down-regulated in multicoloured and etiolated seedlings of these two cultivars, suggesting that some genes play fundamental roles in two hybrid citrus seedlings during etiolation. Our study is the first to provide the transcriptome sequence resource for seedlings etiolation of *Shiranuhi* and *Huangguogan*.

*Citrus* is a commercially important genus of the family Rutaceae and widely cultivated fruit crop in the world^1^. Natural and cultivated origin hybrids include commercially important fruit such as the oranges, grapefruit, lemons, some limes, and some tangerines. Both *Shiranuhi (Citrus reticulata* × (*Citrus reticulata* × *Citrus sinenesis*)) and *Huangguogan (Citrus reticulata* × *Citrus sinensis*) are hybrid citrus cultivars, which have been identified as two new cultivated varieties in China. In recent years, the plant area of *Huangguogan* (a new citrus hybrid) and *Shiranuhi* has been expanded rapidly in the southwest of China.

Etiolation, which exists widely in angiosperms, is the phenomenon that plant leaves are yellow when grown in the dark. After germination in the dark, the seedling undergoes etiolated growth referred as skotomorphogenesis, and the leaves display the color of carotenoids. This developmental step is characterized by rapid elongation of the hypocotyl topped by a hook with underdeveloped cotyledons^2^. Changes in plant morphology and growth are the ultimately reflecting of etiolation of plant damage. Etiolation decreased the leaf area, reduced the optical area, and resulting in dwarf plants, weakening growth potential, and even death. Light regulation^3^, ethylene response^4^, riboflavin biosynthesis^5^, endogenous abscisic acid^2^, phospholipid hydroperoxide glutathione peroxidase (PHGPX)^6^, and proteome analysis^7^ have been employed to examine the growth and development of etiolation.

There are far more studies about de-etiolation. The transition from skoto- to photomorphogenesis, called de-etiolation, represents the switch from heterotrophy to autotrophy^8^. As soon as the seedling perceives the light, photomorphogenesis starts. De-etiolation, on the other hand, is a series of morphology, physiological and biochemical changes a plant shoot undergoes in response to sunlight. The changes include those in seedling and physiology, triggered by the light-regulated expression of numerous genes^3^. This process is also known informally as greening of leaves due to chlorophyll formation and chloroplast development. This phenomenon has been studied, including the signaling regulation of expression of nuclear and plastidic genes coding for chloroplast proteins^9^,^10^. On the other hand, only scarce information is available on effects in mitochondria and mitochondrial activity during greening.

Light regulates a wide range of plant processes including seed germination, organ, cell and organelle differentiation, flowering^8^,^11^,^12^,^13^, and metabolism^14^. It is one of the most influential environmental stimuli, which regulates virtually all aspects of growth and developmental processes^15^,^16^. It has been reported that more than 1000 genes are modulated at the transcript level during the greening of *Arabidopsis* and *Rice* etiolated seedlings^17^. There have been so many studies on greening, mainly focused on gene expression, particularly of photosynthetic genes, and on modulation of the corresponding protein levels^18^. In addition, a proteomic analysis that focused on light-induced development of chloroplasts from etioplasts was also performed on rice seedlings during greening^19^. The etioplast to chloroplast transition, another research approach, has focused on the characterization of the processes in the etioplast stroma and some aspects of the assembly of a thylakoid membrane system^19^,^20^,^21^,^22^. All together, these studies have clarified the differences in modulation of distinct metabolic pathways during de-etiolation and provided a broad panel of proteins and some genes, which are potentially associated with de-etiolation or greening.

However, all these descriptions are all at the metabolism regulation, protein translation and resources for genetic improvement.

Transcriptome analysis (RNA-seq) provides a rapid and cost-effective approach to obtain massive protein-coding genes^23^, which can be used for understanding ecological, comparative and evolutionary genomics questions for non-model organisms^24^. In the present study, we illustrate the possible mechanism of etiolation. The RNA-Seq platform was used to analyze the expression profiles of etiolation related genes in three stages of leaves tissue. The identified candidate genes could help to elucidate the molecular basis of etiolation.

## Results

### Transcriptome assembly and annotation

In this experiment, we constructed six cDNA libraries, including R_Y, R_M and R_G, which represent etiolated seedlings, multicoloured seedlings and green seedlings from *Shiranuhi*, respectively, and likewise, Y_Y, Y_M and Y_G, except that they are from *Huangguogan*. 

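Leaf RNA of green, etiolated and multicoloured seedlings of both cultivars was sequenced as paired-end reads, with 3 libraries in each of the 6 groups. The authors estimated the expression of 124952 unigenes with RSEM, on their Trinity assembly and without a genome. The deposited values are FPKM per unigene and library, with 2 decimals and no further scaling between libraries. From the clean reads and mapping rates in the paper's Table 1, the mapped fragments per library were 17096598 to 22935858 (median 17478781) in R_G, 17788796 to 18449364 (median 17809153) in R_Y and 19499710 to 22434716 (median 20114960) in R_M. In Huangguogan they were 19179860 to 21612610 (median 19322421) in Y_G, 18071594 to 21068425 (median 18334456) in Y_Y and 18697229 to 20270597 (median 19531788) in Y_M. The FPKM of a library summed to between 727434 and 797102. Fragments per unigene were not part of the table, so no counting interval is given for single values. Of all unigenes, 98383 (78.7%) carry the same cluster number, as every unigene named in the paper does. Among unigenes that reached 5 FPKM in a library, 4.6% (Y_M) to 10.7% (R_Y) were listed at 0 in another library of the group, so a value of 0 need not mean absence. In R_Y these were 9% of the unigenes inside the shared cluster number and 80.3% of the 488 outside it. Each comparison was tested with limma (empirical Bayes with trend and robust options) on log2(FPKM + 0.1), in the 87562 unigenes with at least 0.3 FPKM in at least 3 of the 18 libraries. A fold change on this scale understates the change of unigenes with low FPKM. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction.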

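The 3 libraries of each multicoloured group differed from one another far less than those of the other groups. At unigenes with a mean of at least 200 FPKM in a pair of libraries, the spread of the log2 ratio (scaled median absolute deviation) was 0.0392 to 0.0512 between R_M libraries and 0.0408 to 0.0428 between Y_M libraries. Between libraries of the green and etiolated groups it was 0.451 to 1.33, with the largest value between R_Y replicates 1 and 2. For the genes with lengths in Table S1, approximate fragment numbers were recomputed from FPKM, length and mapped fragments. In Y_M they gave a chi-square of 19.1 on 16 degrees of freedom over 9 genes, a ratio of 1.2, where sampling noise alone gives a ratio near 1. The ratio was 5.14 in R_M, 315 in R_G, 479 in Y_G, 4380 in R_Y and 5920 in Y_Y. Each multicoloured group is therefore treated as 1 sample, its values are given as the mean of its libraries with no SD, and for each comparison with green the number of DEGs is given with its libraries as 3 samples and as 1.

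**Figure D1:**
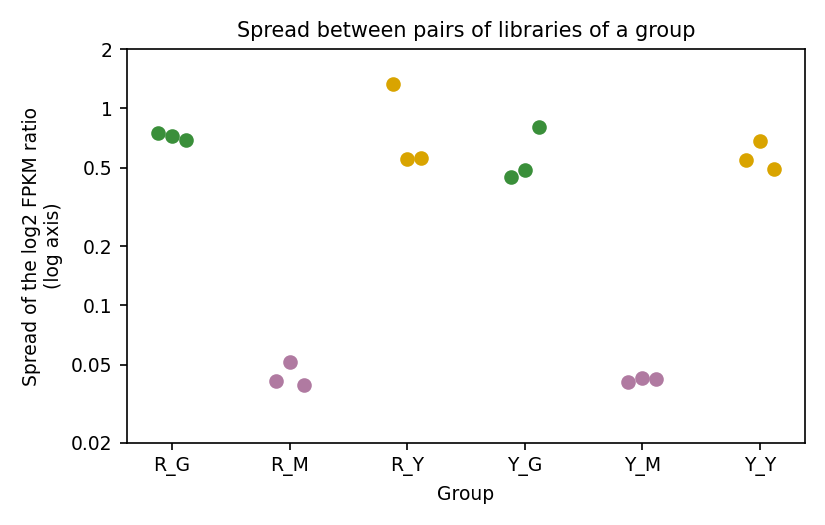
Spread of the log2 FPKM ratio (vertical axis, logarithmic) between each pair of libraries of a group, with 1 point per pair and groups along the horizontal axis. Points of R_M and Y_M lie between 0.0392 and 0.0512, and those of the other groups between 0.451 and 1.33.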

After removing sequencing adaptors and low quality data, we obtained 834.16 million clean reads and 125.12 Gb of RNA-seq data, more than 91.37% reads had a quality score of Q30 (sequencing error rate, 0.1%). Statistics of sequencing data is listed in Table 1. All the raw data was deposited into NCBI Gene Expression Omnibus (GEO) with accession number GSE90935.

Transcriptome *de novo* assembly was performed using Trinity, a short reads assembling program^25^. All together, 205,219 transcripts and 124,952 unigenes were generated. The total length of transcript was 244,060,930 bp with a mean length of 1,189 bp and an N50 of 2,463 bp. The total length of unigene was 221,401,747 bp with a mean length of 1,772 bp and an N50 of 2,690 bp. Detail information is shown in Supplementary Figures S2 and S3. The top species classification hits for *Shiranuhi* and *Huangguogan* in the NR database are *Citrus sinensis* and *Citrus clementina* (Fig. 1A), which all belong to Rutaceae. The e-values are very significant, which mostly close to zero (37.1%) and 0~1e–100 (20.1%) (Fig. 1B), suggesting that most unigenes of *Shiranuhi* and *Huangguogan* have very similar homologs in above two citrus.

After assembly, the 124,952 all-unigenes were subjected to public databases including NR, NT, KOG, Swiss-prot, KEGG and GO using BLAST (E-value ≤ 10^−5^). Eventually, a total of 111,163 (88.96%) unigenes were annotated in at least one database (Supplementary Table S2). Venn diagram of the unigenes was presented in Supplementary Figure S4.

### Gene expression level evaluation

FPKM (fragments per kilobase of exon per million fragments mapped) was used to quantify the expression level of unigenes. The expression level detected by RNA-seq is highly sensitive. Overall distribution of gene expression level of six libraries is shown in Supplementary Figure S5, suggesting that the alteration of gene expression is more visible in *Huangguogan* compared to *Shiranuhi*.

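The median FPKM of the unigenes above 0 was 0.72 to 1.05 per library, and 71367 to 82319 unigenes were above 0. The interquartile range of log2 FPKM was 3.65 to 3.86 in the libraries of Shiranuhi and 3.48 to 3.92 in those of Huangguogan. Over the unigenes tested, the SD of the log2 fold change against green was 1.50 in R_Y and 1.56 in Y_Y, a ratio of 1.04. With 1 library left out in turn, this ratio ranged from 0.958 to 1.12, and it fell below 1 without R_Y replicate 2 (0.958), R_G replicate 1 (0.959) or R_Y replicate 1 (0.987). The SD was 1.30 in R_M and 1.50 in Y_M, each from the mean of 3 libraries that count as 1 sample, and their ratio was 1.15, with a range of 1.06 to 1.24 when 1 library was left out. Unigenes are not independent replicates, so neither ratio was tested across unigenes.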

Hierarchical cluster analysis was carried out with 66 significantly differential expressed genes (DEGs) in etiolated and multicoloured seedlings of *Shiranuhi* and *Huangguogan*. Genes with same or similar expression profile were clustered, so as to present differential expressing patterns of gene sets under various experimental conditions. Cluster results of DEGs in six libraries are shown in Supplementary Figure S6.

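Average-linkage clustering of the 18 libraries on log2(FPKM + 0.1) over the unigenes tested first parted the 6 etiolated libraries from the 12 green and multicoloured ones, and then parted the Y_M libraries from the rest. The nearest library by Pearson correlation across unigenes was of the same group for 14 of 18 libraries. The exceptions were R_G replicate 1, nearest to Y_G replicate 2, and all Y_Y libraries, nearest to R_Y replicate 3. With log2(FPKM + 1) the number was 12. The median correlation between libraries was 0.832 within R_Y, 0.797 within Y_Y and 0.808 between R_Y and Y_Y. It was 0.896 within R_M and 0.898 within Y_M. On the group means of the 87 unigenes called in the same direction in all 4 comparisons, the etiolated and multicoloured groups fell together and apart from green, which the choice of these unigenes from the same libraries makes likely.

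**Figure D2:**
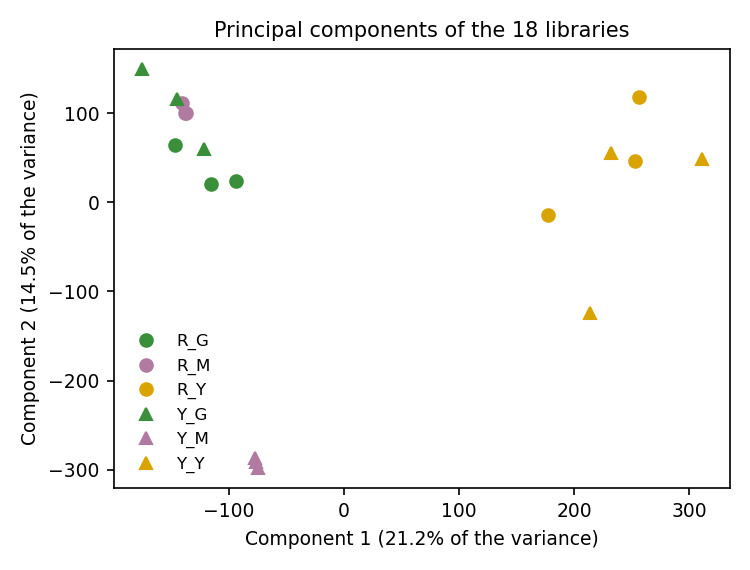
Each point is a library, placed by its first component (horizontal axis, 21.2% of the variance) and second component (vertical axis, 14.5%) of log2(FPKM + 0.1) over the unigenes tested. Etiolated libraries lie at first-component scores of 177.6 or more, and all green and multicoloured libraries lie below 0.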

### Identification of differential expressed genes (DEGs) of etiolation

In the process of DEGs screening, we used *P*-value < 0.005^26^ and log_2_FC (fold change) > 1 as the threshold to determine the significance of gene expression difference. FC is the ratio of FPKM between etiolated and green seedlings. DEG profile analysis was used to analyze gene expression in the two stages of *Shiranuhi* and *Huangguogan* leaf etiolation. The changes in gene expression between etiolated, multicoloured and green seedlings was analyzed in a Venn diagram (Fig. 2), which illustrated the intersections between the expressed genes detected in the two stages of *Shiranuhi* and *Huangguogan* leaf etiolation.

14,958 genes expressed in at least one of the samples. 

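FPKM above 0 in at least 1 library was found for 119750 of the unigenes, at least 0.3 FPKM for 111332 and at least 1 FPKM for 73752. The number of unigenes called as DEGs in at least 1 of the 4 comparisons against green was 22356, and a sum over the regions of both Venn diagrams, in which a unigene up in 1 comparison and down in another counts in each, was 22947. With each multicoloured group as 1 sample these were 17527 and 17654, and with the spread pooled over 14 samples 10982 and 11019.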

2912 DEGs between R_Y and R_G, including 976 (33.52%) up-regulated genes and 1936 (66.48%) down-regulated genes. 

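Between R_Y and R_G, limma called 4433 DEGs, of which 1409 were up and 3024 (68.2%) were down. At an unadjusted p under 0.05 there were 18178 unigenes. Among the alternatives set before the data were examined, apart from a replicate block, the number was lowest with an adjusted p limit of 0.005 (291 DEGs) and highest in 1 fit on all 18 libraries (11040). That fit counts the near-identical multicoloured libraries as separate samples, and their small spread lowers the spread applied to R_Y. Without R_Y replicate 3 there were 1762 DEGs and without R_G replicate 2 there were 2230. Without R_Y replicate 2 there were 4493 DEGs, of which 51.7% were down. Quantile normalization changed the split to 1886 up and 2215 down (54%).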

In Y_Y and Y_G, we found 4225 DEGs, among which 1707 (40.41%) were induced and 2518 (59.59%) were suppressed. 

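Between Y_Y and Y_G there were 6839 DEGs, with 3025 up and 3814 (55.8%) down. The number was 2042 without Y_G replicate 1, 3157 without Y_Y replicate 1, 3444 without Y_G replicate 3 and 4484 without Y_Y replicate 2. Without Y_G replicate 1, up-regulated DEGs were the larger part, since 48.7% were down.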

A total of 4786 DEGs were detected between R_M and R_G, with 2273 (47.49%) up-regulated and 2513 (52.51%) down-regulated. 

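With the R_M libraries counted as 3 samples, 5663 unigenes were DEGs between R_M and R_G, 1585 up and 4078 (72%) down. Scaling each library by its median ratio changed the split to 2203 up and 2735 down (55.4%), and quantile normalization to 2284 up and 2180 down (48.8%). The median log2 fold change of all unigenes tested was -0.25 as deposited and -0.03 after median-of-ratios scaling. Counted as 1 sample, with the spread taken from R_G alone, R_M gave 2613 DEGs, of which 2297 were listed at 0 in all R_G libraries. Such unigenes have no spread in R_G and can only be called up, so this fit says nothing about the direction. Its other DEGs were 16 up and 300 down, and 95 of the latter were at 0 in all R_M libraries and can only be called down. Counted as 1 sample in a fit that pools the spread over 14 samples, it gave 58 DEGs, 29 up and 29 down, with 6408 unigenes at an unadjusted p under 0.05. Of these DEGs, 21 of the up ones were at 0 in all R_G libraries and 10 of the down ones at 0 in all R_M libraries. That fit assumes that the single sample varies like the other groups. Leaving out 1 of the R_M libraries gave 2557 to 2686 DEGs.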

In Y_M and Y_G, we found 7007 DEGs, among which 3880 (55.37%) were induced and 3127 (44.63%) were suppressed. 

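Y_M against Y_G gave 11204 DEGs with the Y_M libraries as 3 samples, 6484 up and 4720 (42.1%) down. As 1 sample with the spread of Y_G alone, Y_M gave 6758 DEGs, but 5606 of them were at 0 in all Y_G libraries, where the spread is nil, and the rest were 224 up and 928 down (372 at 0 in all Y_M libraries). In the fit with the spread pooled over 14 samples it gave 229, with 117 up (99 of them at 0 in all Y_G libraries) and 112 down (46 at 0 in all Y_M libraries). Without 1 of the Y_M libraries, still counted separately, there were 6848 to 6921 DEGs. Among the DEGs of the first fit, 3321 were listed at 0 in all Y_G libraries.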

In total, 7 significantly differentially up-expressed genes were found in R_Y, R_M, Y_Y and Y_M (Fig. 2A), and 59 genes were differentially down-expressed (Fig. 2B). 

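In all 4 comparisons, 10 unigenes were called up and 77 down, with the multicoloured libraries as 3 samples. With each multicoloured group as 1 sample, 4 were up, all of them at 0 in the green libraries of at least 1 cultivar, and 1 down, and with the spread pooled over 14 samples there were 0 up and 2 down. Comparisons against the same green libraries share chance values. With 1 library left out, the numbers were lowest without R_M replicate 2 (3 up and 25 down), and without Y_G replicate 1 they were 4 and 30. In 20 simulations, unchanged groups were drawn around the mean of the green libraries and set against the same libraries. No unigene was called in all 4 comparisons. The correlation of log2 fold changes across unigenes was 0.08 for R_Y with R_M and for Y_Y with Y_M. For R_Y with Y_Y, which share no library, it was 0.05. Chance values of the green libraries cancel in such a draw, so the simulations cannot show what sharing them adds. The observed correlations were 0.43 for R_Y with R_M and 0.46 for Y_Y with Y_M. How much of these, and of the common calls, comes from the shared green libraries stays open. R_M and Y_M, which share no library, had a correlation of 0.01.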

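Called in R_Y and in Y_Y in the same direction were 679 up-regulated and 1196 down-regulated unigenes. Independent calls among the unigenes tested would share 48.7 and 132, and Fisher's odds ratios across unigenes, which are not independent replicates, were 33.2 and 20.5. Only 7 unigenes were up in R_Y and down in Y_Y, and 3 the other way round. The numbers depended on single libraries of either cultivar, down to 188 up without R_Y replicate 3 and 372 down without the same library. Without Y_G replicate 1 they were 369 and 423. Across unigenes, the log2 fold changes of R_Y and Y_Y had a correlation of 0.55.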

1629 DEGs were found in both *Huangguoga*n and *Shiranuhi*, reflecting the common etiolation in both varieties. 

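The number of DEGs in Y_Y was 1.54 times that in R_Y. When all 18 libraries were fitted together with 1 shared estimate of the spread, there were 12109 DEGs in Y_Y and 11040 in R_Y, a ratio of 1.1. The small spread of the multicoloured libraries lowers that estimate, which raises the numbers of both cultivars. Leaving out 1 library of the comparison gave 2042 to 5730 DEGs in Y_Y and 1762 to 4493 in R_Y. With each etiolated library set alone against its 3 green libraries, R_Y replicates 1, 2 and 3 gave 4285, 3261 and 3232 DEGs, and Y_Y replicates 1, 2 and 3 gave 3085, 1814 and 5530. The ranges of the cultivars overlap in both.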

When these two cultivars were exposed to etiolation, the number of down-regulated genes (1046 DEGs) was higher than that of up-regulated genes (583 DEGs), and *Huangguogan* had more DEGs than *Shiranuhi* (Fig. 2), indicating more complex etiolation response pathways in *Huangguogan*. This indicated that while many genes were involved in the overall process of etiolation, far fewer genes were functionally unique to the *Citrus* seedling etiolation.

In general, the change of gene expression in *Shiranuhi* is not as noticeable as *Huangguogan*. 

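Whether the etiolation effect differs between the cultivars was tested as an interaction, (Y_Y - Y_G) - (R_Y - R_G), in limma over the 12 libraries of these groups. Of 87562 unigenes tested, 25 passed, 12 with a positive and 13 with a negative difference, and 7255 had an unadjusted p under 0.05. In 23 of the 25, all 3 libraries of at least 1 group were listed at 0. The number was 157 in 1 fit on all 18 libraries, 7 at an adjusted p limit of 0.005, 15 without R_G replicate 2 and 166 without R_G replicate 1. The paper takes the larger number of DEGs in Huangguogan (Fig. 2) as a sign of more complex etiolation response pathways in that cultivar. It draws a like conclusion from larger numbers of DEGs in most KEGG groups (Fig. 4), which were not analysed here.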

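The log2 ratio of mean FPKM, over the DEGs with FPKM above 0 in both groups, ranged from -10.68 to 12.20 in R_Y and from -12.82 to 12.85 in Y_Y. DEGs listed at 0 in all libraries of a group have no such ratio. There were 1383 of these in R_Y and 1305 in Y_Y. The fitted log2 fold changes, which depend on the value added to FPKM, ranged from -12.57 to 10.20 in R_Y and from -11.54 to 10.25 in Y_Y.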

In R_Y library, log_2_FC of DEGs ranged from −10.68 to 12.18, while in Y_Y library, this parameter fluctuated between −13.04 and 10.52. In R_Y and Y_Y, 25 and 11 DEGs changed at least 500 fold change, respectively. 

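A change of at least 500 fold in mean FPKM, among DEGs above 0 in both groups, was found for 25 DEGs in R_Y, 9 up and 16 down. In Y_Y there were 44, of which 28 were up and 16 down. With no filter on low values, Y_Y had 28 such DEGs and R_Y 20.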

In R_Y, Cluster-2274.31930 was the highest up-regulated gene (log_2_FC = 12.18). It was annotated as unknown protein in KOG. 

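Cluster-2274.31930 had 128.67, 64.14 and 137.45 FPKM in the R_Y libraries. In R_G it had 0.07 FPKM in replicate 1 and was listed at 0 in the other 2, so the ratio of means rests on that 1 value. The fitted log2 fold change was 9.77 (standard error 0.40, limma adjusted p = 0.00291), with a range of 9.57 to 10.12 when 1 library was left out. In Y_Y it had 122 ± 9.13 FPKM (SD, n = 3) and was listed at 0 in all Y_G libraries, a fitted log2 fold change of 10.25 (limma adjusted p = 7.48e-05), the largest fitted value among DEGs of Y_Y whose groups do not overlap. By the same rule, the most raised unigene in R_Y was Cluster-2274.7879, with 1085.5, 70.22 and 497.08 FPKM in R_Y and 0, 0 and 2.22 in R_G. Its fitted log2 fold change was 10.20 (standard error 1.76, limma adjusted p = 0.0493), and its call was lost without any 1 of the R_Y libraries or without R_G replicate 1 or 2 (limma adjusted p up to 0.163).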

Whereas Cluster-2274.52311 showed the greatest decrease in expression (log_2_FC = −10.68), which encodes multicopper oxidases. 

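In the R_Y libraries Cluster-2274.52311 was listed at 0, 0 and 0.03 FPKM, and in R_G it had 16.4 ± 9.44 FPKM (SD, n = 3), a fitted log2 fold change of -7.07 (standard error 0.47, limma adjusted p = 0.00704). It stayed between -7.48 and -6.64 with 1 library left out. The fall in Y_Y was of similar size, at -7.32 (standard error 0.42, limma adjusted p = 0.000717), from 23.7 ± 6.56 FPKM (SD, n = 3) in Y_G. Its mean was 11.8 FPKM in R_M and 1.01 FPKM in Y_M. The most lowered unigene by fitted value was Cluster-2274.55188, listed at 0 in all R_Y libraries and at 614 ± 120 FPKM (SD, n = 3) in R_G (fitted log2 fold change -12.57, limma adjusted p = 0.00031).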

In Y_Y, Cluster-2274.39936 exhibited the highest expression level (log_2_FC = 10.52), which encodes transketolase. 

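Cluster-2274.39936 had 4.86, 3.71 and 11.82 FPKM in the Y_Y libraries and 0.01, 0 and 0 in Y_G. The fitted log2 fold change was 5.88 (standard error 0.57, limma adjusted p = 0.00264). R_G, in contrast, had 4.37 ± 0.207 FPKM and R_Y 5.79 ± 3.18 FPKM (SD, n = 3 each), a fitted log2 fold change of 0.19 (limma adjusted p = 0.92). In Y_M the libraries had 7.86, 0 and 4.05 FPKM, and in R_M 0.01, 4.64 and 0, although the libraries of each of these groups hardly differ at abundant unigenes.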

While Cluster-2274.65696 expression displayed the most dramatic repression (log_2_FC = −13.04) and was also annotated as unknown protein. 

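Of Cluster-2274.65696, the Y_Y libraries had 0, 0.54 and 0 FPKM and the Y_G libraries 64.86, 873.59 and 2967.54, a fitted log2 fold change of -11.54 (standard error 1.42, limma adjusted p = 0.00571). Its call was lost without Y_Y replicate 3 (largest limma adjusted p with 1 library left out, 0.0775). It was the most lowered DEG of Y_Y by fitted value. In Shiranuhi it went from 144 ± 100 FPKM (SD, n = 3) in R_G to 4.05, 0 and 0.71 in R_Y, a fitted log2 fold change of -7.37 that did not pass (limma adjusted p = 0.0792). It passed with 1 added before the logarithm, with a filter of 1 FPKM and in 1 fit on all 18 libraries. The limma adjusted p ranged from 0.00125 to 0.159 over the alternatives that keep all libraries. With any 1 library left out it did not pass (at most 0.215).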

Despite the function of the highest up and down-regulated gene in each library is unclear, further analysis for functional identification of these genes is needed.

Apart from those genes that showed the greatest changes in expression, some genes with the highest expression level (FPKM value) deserve attention, because these genes may also play important roles in etiolation. Genes with the top ten FPKM in R_Y and Y_Y are listed in Table 2. 

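Of the 10 unigenes that Table 2 lists for R_Y, 1 was among the 10 with the highest mean FPKM of all unigenes in R_Y, and 6 were among the 10 highest of the up-regulated DEGs. For Y_Y the numbers were 3 and 6. Up-regulated DEGs were 8 of the 10 in R_Y and 10 of 10 in Y_Y. The highest mean FPKM of any unigene was 8032 in R_Y and 7369 in Y_Y, and the tenth highest up-regulated DEG had 802 and 1574 FPKM. With medians in place of means the number among the 10 highest up-regulated DEGs remained 6 in both, and with 1 etiolated library left out it was 6 in R_Y and 5 or 6 in Y_Y.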

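Cluster-2274.59829 had 5779 ± 3880 FPKM in R_Y and 19.0 ± 5.14 in R_G (SD, n = 3 each), a log2 fold change of 7.90 (standard error 0.79, limma adjusted p = 0.0151). In Y_Y it had 6341 ± 867 FPKM and in Y_G 19.2 ± 2.53 (SD, n = 3 each), a log2 fold change of 8.36 (standard error 0.17, limma adjusted p = 3.06e-05). Cluster-2274.39471 had 2564 ± 843 FPKM in R_Y and 3132 ± 976 in Y_Y, Cluster-2274.52612 had 1595 ± 527 and 2308 ± 363, Cluster-2274.29764 had 1156 ± 183 and 1698 ± 860, Cluster-2274.79091 had 1057 ± 487 and 1166 ± 489, and Cluster-2274.64715 had 883 ± 209 and 863 ± 98.3 (SD, n = 3 each). All 6 were called up in both cultivars, with log2 fold changes of 3.08 to 7.90 in R_Y and 3.22 to 8.36 in Y_Y. In each cultivar the etiolated and green libraries did not overlap for any of the 6, which chance gives for 10% of unigenes in either direction. With 1 library left out in turn, each lost its call in R_Y at least once, all of them without R_Y replicate 3 (largest limma adjusted p 0.0559 to 0.121). In Y_Y, Cluster-2274.59829 and Cluster-2274.79091 kept their calls, while the other 4 lost theirs without Y_Y replicate 3.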

Six genes were common to both libraries, four of which (Cluster-2274.39471, Cluster-2274.59829, Cluster-2274.79091, Cluster-2274.52612) were associated with protein. They encode asparagine synthase, OmpW family protein, Glycosyl hydrolases family protein and Myo-inositol oxygenase, respectively. One specific gene, Cluster-2274.29764, were related to regulation of transcription, which encode related to No apical meristem (NAM) protein. Another gene, Cluster-2274.64715, had no available description. 

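Mean FPKM was higher in Y_Y than in R_Y for 5 of the 6 genes that Table 2 lists for both cultivars, with Cluster-2274.64715 as the exception. The fitted log2 difference, Y_Y minus R_Y, ranged from -0.01 to 0.58, and no gene passed (limma adjusted p from 0.898 over all unigenes tested, and from 0.538 adjusted over the list alone, a list the study chose on these samples). Without R_Y replicate 2, 3 of the 6 were higher in Y_Y by mean FPKM and 2 by the fitted difference. The log2 ratio of mean FPKM, etiolated over green, was larger in R_Y for 3 of the 6 as deposited and for all 6 after median-of-ratios scaling. Table 2 lists log2 fold changes rather than levels, and these are larger in R_Y for all 6. As an interaction, no difference in the etiolation effect passed (limma adjusted p 0.879 over the list alone).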

The expression levels of these six genes were higher in R_Y than Y_Y.

Besides, R_Y and Y_Y owned four unique genes, respectively. 

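Cluster-2274.78324 had 513 ± 296 FPKM in R_Y and 19.2 ± 2.84 in R_G (SD, n = 3 each), a log2 fold change of 4.49 (limma adjusted p = 0.0303), and Cluster-2274.47716 had 546 ± 232 and 52.6 ± 22.4, a log2 fold change of 3.34 (limma adjusted p = 0.0363). Both calls were lost without R_Y replicate 1 or 3 or any 1 of the R_G libraries (largest limma adjusted p 0.11 and 0.126). Both were also called in Y_Y, with log2 fold changes of 4.77 and 2.88. Neither of the other 2 unigenes that Table 2 lists for R_Y alone was called in R_Y. Cluster-2274.31940 had 555.04, 8.66 and 462.1 FPKM in the R_Y libraries (log2 fold change 5.92, limma adjusted p = 0.17), and Cluster-2274.31935 had 477.64, 0 and 398.09 (3.42, limma adjusted p = 0.655). Without R_Y replicate 2, both were called. In the Y_Y libraries the first had 0.42, 468.14 and 457.63 FPKM and the second 20.34, 389.16 and 435.3 (limma adjusted p = 0.533 and 0.0567, with the first called without Y_Y replicate 1), against means of at most 6.1 FPKM in R_G and Y_G.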

In R_Y, three of four specific genes (Cluster-2274.31940, Cluster-2274.31935, Cluster-2274.78324) were related to protein, which encode related to zinc finger (CICLE-type), zinc finger (CICLE-type), and Snf7 family protein, respectively. The other gene, Cluster-2274.47716, had unknown function. 

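In Y_Y, Cluster-2274.56949 had 1574 ± 453 FPKM and in Y_G 23.3 ± 4.52 (SD, n = 3 each), a log2 fold change of 6.04 (standard error 0.27, limma adjusted p = 0.000378). Cluster-2274.48669 had 415 ± 127 FPKM and Cluster-2274.48671 had 384 ± 132 in Y_Y (SD, n = 3 each), with log2 fold changes of 4.72 and 4.71. All 3 calls held without any 1 library. None of the 3 was called in R_Y (limma adjusted p = 0.353, 0.167 and 0.215), where R_Y replicate 2 had 43.03, 41.61 and 30 FPKM and the other 2 libraries at least 1166.07, 560.06 and 554.91. Without that library, Cluster-2274.48669 and Cluster-2274.48671 were called in R_Y, and in 1 fit on all 18 libraries all 3 were (0.044, 0.00129 and 0.00342). The difference of Y_Y from R_Y did not pass for any of them (limma adjusted p of 0.898 or more).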

In Y_Y, three genes (Cluster-2274.56949, Cluster-2274.48669, Cluster-2274.48671) encode Prolyl oligopeptidase family, hAT family, and BED zinc finger, respectively. Another gene, Cluster-2274.55102, was related to development, which encodes Lea5 (late embryogenesis abundant protein), also known as late embryogenesis abundant protein Lea5-like (*LEA* 5). It has a role on stress tolerance and its mRNA levels are elevated in response to salt, heat and drought stress^27^.

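Cluster-2274.55102 had 4231 ± 1640 FPKM in Y_Y, and 5275 ± 1190 FPKM in R_Y (SD, n = 3 each), rank 4 among all unigenes in both groups. Between Y_Y and R_Y the log2 difference was -0.37 (standard error 0.32, limma adjusted p = 0.898).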

### Functional classification of DEGs

To further highlight the distinct biological function, Gene ontology biological process (GO-BP), gene ontology cellular component (GO-CC), and gene ontology molecular function (GO-MF) categories enriched in the up-regulated DEGs of R_Y and Y_Y libraries. Functional classification of up-regulated DEGs in R_Y and Y_Y are displayed in Fig. 3. The results showed that in both libraries, genes involved in gene ontology biological process (GO-BP), such as inositol catabolic process (GO: 0019310), alcohol catabolic process (GO: 0046164), polyol catabolic process (GO: 0046174), organic hydroxy compound catabolic process (GO: 1901616), cellular carbohydrate metabolic process (GO: 0044262), and trehalose biosynthetic process (GO: 0005992). Genes involved in gene ontology cellular component (GO-CC), such as voltage-gated sodium channel complex (GO: 0001518), sodium channel complex (GO: 0034706), type III protein secretion system complex (GO: 0030257), and anchored component of plasma membrane (GO: 0046658). Genes involved in gene ontology molecular function (GO-MF), such as oxidoreductase activity (GO: 0016491), oxidoreductase activity, acting on single donors with incorporation of molecular oxygen (GO: 0016701), inositol oxygenase activity (GO: 0050113), acyl-CoA dehydrogenase activity (GO: 0003995), catalytic activity (GO: 0003824), and voltage-gated sodium channel activity (GO: 0005248). Therefore, our analysis is focused on these aspects. In these groups, the number of up-regulated genes in Y_Y was higher than R_Y. In R_Y and Y_Y, 1105 (37.95%) and 1329 (31.46%) DEGs were clustered in “not assigned” of gene ontology (GO), respectively. Some of these gene may be novel genes involving in etiolation response that have never been reported.

The distribution of top 11 KEGG pathway of up-regulated DEGs showed that in all annotated amino acid metabolism (101 and 165 DEGs in etiolated *Shiranuhi* and *Huangguoga*n seedlings, respectively) and carbohydrate metabolism (96 and 95 DEGs in etiolated *Shiranuhi* and *Huangguoga*n seedlings, respectively) have the most hits (Fig. 4). These pathways were mainly over-represented in amino acid metabolism in both R_Y and Y_Y. There were 7 common pathways in both R_Y and Y_Y library, it enriched in amino acid metabolism (KO 00280, KO 00250, KO 00310, KO 00330, KO 00340), carbohydrate metabolism (KO 00053, KO 00500). 32 and 60 up-regulated DEGs were mainly over-represented in valine, leucine and isoleucine degradation (KO 00280) of metabolism in R_Y and Y_Y, respectively (Supplementary Tables S3 and S4).

### qRT-PCR validation

To verify the reliability and accuracy of our transcriptome data, we selected 9 up-regulated and 1 down- regulated unigenes from common DEGs in R_Y and Y_Y libraries and evaluated their expression profiles using quantitative real-time PCR. *Actin*, which is one the most widely used reference genes, was selected for internal controls. The expression patterns of selected genes were determined and further compared with those of in RNA-seq assay. Nearly all of these genes displayed similar expression trend in both techniques (Fig. 5A,B). Moreover, the correlation between qRT-PCR and RNA-seq was measured by scatter plotting log_2_ (R_Y-NE/R_G-NE) and log_2_ FC (Fig. 5C,D), which showed a positive correlation coefficient (Pearson coefficient *R*^2^ = 0.918 and 0.9252, respectively).

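The qRT-PCR values were not analysed here. On the RNA-seq side, the log2 ratio of mean FPKM of the 10 genes in Table S1 lay beyond 1 in the stated direction in both cultivars, 9 up and 1 down. Among the up-regulated genes it ranged from 2.98 to 8.25 in R_Y and from 2.87 to 8.37 in Y_Y, with Cluster-2274.59829 the highest in both. The down-regulated gene, Cluster-2274.54336, had -1.47 in R_Y and -2.07 in Y_Y. Without R_Y replicate 1 the size of its ratio in R_Y was 0.96, and the number beyond 1 was 9. In R_Y, 8 of the 10 were DEGs in limma's test, all but Cluster-2274.31935 and Cluster-2274.54336, and in Y_Y 9 were, all but Cluster-2274.31935 (limma adjusted p = 0.0567).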

## Discussion

### Up-regulated genes and down-regulated genes

When exposed to etiolation, the number of down-regulated genes clearly exceeded that of up-regulated genes in both R_Y, R_M and Y_Y libraries, but it was more up-regulated DEGs in Y_M. 

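Down-regulated DEGs outnumbered up-regulated ones in R_Y, R_M and Y_Y, and up-regulated DEGs in Y_M, with libraries counted separately. The median log2 fold change of all unigenes tested was -0.08 in R_Y, -0.25 in R_M, 0.15 in Y_Y and 0.00 in Y_M as deposited, and -0.01, -0.03, 0.05 and -0.01 after median-of-ratios scaling. After that scaling the share of down-regulated DEGs was 63.6% in R_Y, 55.4% in R_M, 60.7% in Y_Y and 45.2% in Y_M. Quantile normalization gave 54% in R_Y, 48.8% in R_M, 58.5% in Y_Y and 42.4% in Y_M, so the larger side in R_M depended on the scaling. With each multicoloured group as 1 sample and the spread pooled over 14 samples, 50% of the DEGs were down in R_M and 48.9% in Y_M, but 21 of 29 and 99 of 117 up-regulated ones were at 0 in all green libraries. Without them 8 were up and 29 down in R_M and 18 up and 112 down in Y_M, and 10 and 46 of those down were at 0 in all multicoloured libraries.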

On that account, it appears that etiolation is the key point to determine whether up- and down-regulated DEGs are more or less. Taken together, the relative ratio between up-regulated genes and down-regulated genes in response to etiolation may vary with different citrus cultivars. There is no GO: 0009704 in all libraries, in which all genes and gene products annotated to de-etiolation, indicating there is no leaf de-etiolation in. In R_Y and Y_Y, more than 31% DEGs were clustered in “not assigned” of gene ontology (GO), respectively. Some of these gene may be novel genes involving in etiolation response that have never been reported.

During etioplast to chloroplast conversion, there is an increase in proteins related to photosynthesis, Calvin cycle, and proteins involved in translational regulation of gene expression, whereas enzymes involved in amino acid and fatty acid metabolism were decreased in relative abundance^19^. Photosynthesis-related proteins are coregulated with proteins involved in fatty acid metabolism and translational gene expression upon illumination of etiolated rice seedlings^28^. Intriguingly, there was a consistent increase in the levels of isoleucine, glycine, phenylalanine, arginine, and lysine in *Arabidopsis*, i.e. growing the plants in photosynthetic conditions and then depriving them of light^29^,^30^. Plastids perform essential biosynthetic and metabolic functions in plants, including photosynthetic carbon fixation and synthesis of amino acids, fatty acids, starch, and a vast array of secondary metabolites^31^. But there were two down-regulated genes (Cluster-2274.52450, Cluster-2274.62235) in R_Y and Y_Y, which were enriched in chlorophyllide a oxygenase [overall] activity (GO: 0010277), resulted in blocking the synthesis of chlorophyll. 

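Cluster-2274.62235 fell from 99.4 ± 51 FPKM in R_G to 5.33 ± 1.31 in R_Y (SD, n = 3 each), a log2 fold change of -4.07 (standard error 0.50, limma adjusted p = 0.0237), and from 100 ± 42.1 in Y_G to 8.02 ± 1.21 in Y_Y, -3.52 (standard error 0.37, limma adjusted p = 0.00344). The call in R_Y was lost without R_G replicate 2 or any 1 of the R_Y libraries (largest limma adjusted p 0.0945). Its mean was 21.7 FPKM in R_M and 53.8 FPKM in Y_M. Cluster-2274.52450 had 2.67, 3.02 and 0.6 FPKM in R_G and 0, 0.38 and 0 in R_Y, and 2.67, 3.41 and 0.36 in Y_G and 0, 0.28 and 0 in Y_Y. Its log2 fold changes of -3.43 and -3.40 did not pass (limma adjusted p = 0.132 and 0.0857), and both passed in 1 fit on all 18 libraries (0.0172 and 0.017). The spread in that fit is lowered by the near-identical multicoloured libraries, counted as separate samples.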

At the same time, our data confirm the pathways were mainly over-represented in amino acid metabolism in both R_Y and Y_Y, and the up-regulated DEGs were also involved in starch and sucrose metabolism and fatty acid metabolism (Fig. 4).

In non-photosynthetic tissues NADPH, produced via the oxidative pentose phosphate pathway, is the likely electron donor for ferredoxin reduction^32^,^33^. This study found that two up-regulated genes (Cluster-2274.61951, Cluster-2274.61959) were enriched in pentose phosphate pathway (KO 00030) in both R_Y and Y_Y libraries, but it was not in R_M and Y_M. 

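Cluster-2274.61951 had 18.5 ± 3.16 FPKM in R_Y and 1.96 ± 0.34 in R_G (SD, n = 3 each), a log2 fold change of 3.17 (standard error 0.19, limma adjusted p = 0.00561), and 15.4 ± 5.18 in Y_Y and 2.05 ± 1.1 in Y_G, 2.90 (standard error 0.45, limma adjusted p = 0.0123). The second call was lost without Y_G replicate 1 or Y_Y replicate 1 or 2 (largest limma adjusted p 0.0704). Cluster-2274.61959 had 7.36 ± 2.02 FPKM in R_Y and 0.87 ± 0.639 in R_G, and its log2 fold change of 3.12 did not pass (limma adjusted p = 0.0526), though it did without R_G replicate 3. It passed in Y_Y, at 6.80 ± 1.73 FPKM against 0.473 ± 0.189 (log2 fold change 3.60, limma adjusted p = 0.00455). In R_M the means of the 2 genes were 0.63 and 0.637 FPKM, and in Y_M 0.74 and 0.0933 FPKM. All 4 log2 fold changes there were negative, from -1.62 to -0.32, and none passed, with the libraries counted as 3 samples or as 1.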

Our data provide little evidence that pentose phosphate pathway is promoted in response to photosynthesis for leaf etiolation.

### Possible mechanism of etiolation

Based on our transcriptome data, we speculate that there may exist four reasons to explain the etiolation of citrus seedlings. Firstly, some previously reported genes responsible for etiolation were differentially expressed in R_Y, R_M, Y_Y and Y_M. An example is Cluster-2274.55102, was related to development, which encodes Lea5 (late embryogenesis abundant protein), also known as late embryogenesis abundant protein Lea5-like (*LEA 5*). It has a role on stress tolerance and its mRNA levels are elevated in response to salt, heat and drought stress^27^. This gene was up-regulated by 3.66, 4.39 fold in R_Y and Y_Y, respectively, which agrees with its positive regulator role.

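The ratio of mean FPKM of Cluster-2274.55102 was 3.47 between R_Y and R_G (1518 ± 827 FPKM in R_G, SD, n = 3) and 4.8 between Y_Y and Y_G (881 ± 372 FPKM in Y_G, SD, n = 3). In the test, the log2 fold change was 1.99 in R_Y (standard error 0.58, limma adjusted p = 0.15) and 2.28 in Y_Y (standard error 0.39, limma adjusted p = 0.0163). The call in Y_Y was lost without Y_G replicate 2 or 3 or Y_Y replicate 2 or 3 (largest limma adjusted p 0.13). With all libraries kept, it was also lost with no filter on low values, a replicate block, or empirical Bayes without trend and robust options (limma adjusted p at most 0.0691). In R_Y it was reached in 1 fit on all 18 libraries (limma adjusted p = 0.00395), with a range of 0.00395 to 0.306 over the alternatives that keep all libraries, and not with any 1 library left out (at most 0.323). The fit on all 18 libraries has its spread lowered by the near-identical multicoloured libraries, counted as separate samples. In every etiolated library of both cultivars FPKM was above that of every green library of the cultivar (exact permutation p = 0.1 for each, the smallest that 3 libraries against 3 allow, two-sided). The means in R_M and Y_M were 1810 and 1427 FPKM.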

In the second place, *Huangguogan* featured higher expression level of some commonly changed genes. For instance, 7 genes (Cluster-2274.11818, Cluster-2274.22872, Cluster-2274.78062, Cluster-2274.35672, Cluster-2274.58920, Cluster-2274.31722, Cluster-2274.48364) were all up-regulated in R_Y, R_M, Y_Y and Y_M libraries, but in Y_Y its expression level was higher than R_Y. 

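For all 7 genes, every etiolated and every multicoloured library lay above every green library of its cultivar. In R_Y 5 of the 7 were called and in Y_Y all 7, with log2 fold changes of 2.80 to 4.19 and 2.20 to 5.17. Cluster-2274.22872 and Cluster-2274.78062 were not called in R_Y (limma adjusted p = 0.0746 and 0.0854). In R_Y, Cluster-2274.58920 and Cluster-2274.31722 lost their calls without R_G replicate 1 or 2 or R_Y replicate 1 or 3 (the first also without R_Y replicate 2 and the second without R_G replicate 3), and Cluster-2274.48364 without R_G replicate 2 (largest limma adjusted p 0.162, 0.1 and 0.0668). In Y_Y, Cluster-2274.11818 lost its call without Y_G replicate 1, and Cluster-2274.22872 without any 1 library except Y_G replicate 2 (0.0549 and 0.12). With the libraries of a multicoloured group as 3 samples, 3 were called in R_M and 5 in Y_M. As 1 sample with pooled spread, none was called in R_M, where limma called 58 unigenes in all, and 1 in Y_M, Cluster-2274.78062, at 49.1 FPKM against 2.12 ± 0.554 in Y_G (SD, n = 3). Between Y_Y and R_Y the fitted log2 difference was positive for 5 genes and negative for Cluster-2274.11818 and Cluster-2274.22872, from -0.27 to 0.87. By mean FPKM 4 of the 7 were higher in Y_Y, since Cluster-2274.78062 had 15.4 FPKM in Y_Y and 16.3 in R_Y. None of these differences passed (limma adjusted p from 0.898 over all unigenes and from 0.51 adjusted over the list alone, a list the study chose on these samples). The largest was that of Cluster-2274.31722, with 635 ± 188 FPKM in Y_Y and 369 ± 196 in R_Y (SD, n = 3 each). Without Y_Y replicate 1, 3 of the 7 were higher in Y_Y by either measure. As an interaction, no difference in the etiolation effect passed (limma adjusted p from 0.231 over the list alone).

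**Figure D3:**
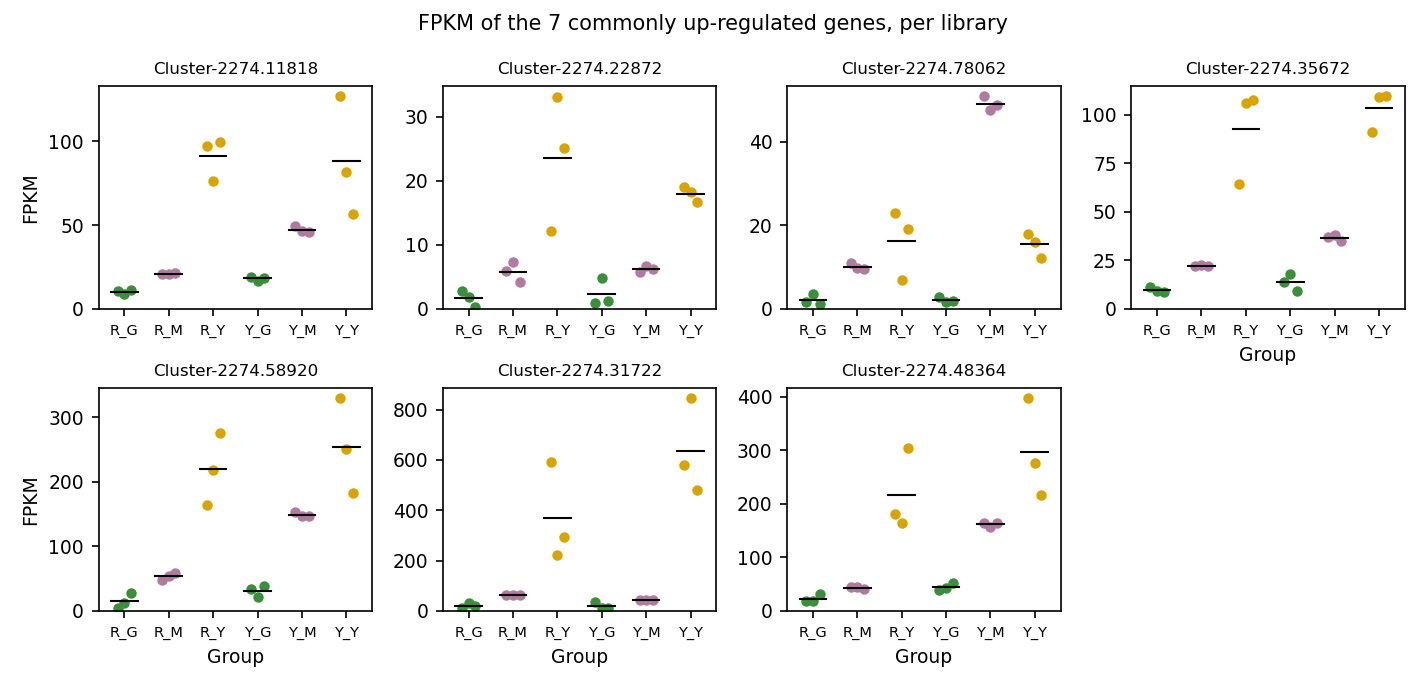
FPKM (vertical axes) of the 7 genes in each library, with 1 panel per gene, points for libraries, horizontal lines for group means, and groups along the horizontal axis. Green libraries are the lowest of their cultivar in each panel, and Cluster-2274.78062 has its highest mean, 49.1 FPKM, in Y_M.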

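Each multicoloured library, set alone against the 3 green libraries of its cultivar in a limma fit that takes the spread from the green and etiolated groups, gave 136 to 160 DEGs in Shiranuhi and 357 to 404 in Huangguogan. A single etiolated library, with the spread taken from the green groups and the other cultivar's etiolated group, gave 3232 to 4285 in Shiranuhi and 1814 to 5530 in Huangguogan. In unigenes with a mean of at least 10 FPKM, the median SD of log2(FPKM + 0.1) was 0.0787 in R_M and 0.069 in Y_M, and 0.308 to 0.434 in the other groups. In 1 fit on all 18 libraries there were 5318 DEGs in R_M and 10390 in Y_M, fewer than in the etiolated group of either cultivar. That fit shares the small spread of the multicoloured libraries with the etiolated groups, which raises the etiolated numbers. The R_M comparison also had fewer than R_Y with no filter on low values (1037 against 3441). The SD of the log2 fold change over the unigenes tested was not larger for a multicoloured library (1.47 to 1.66) than for an etiolated one (1.76 to 1.93).

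**Figure D4:**
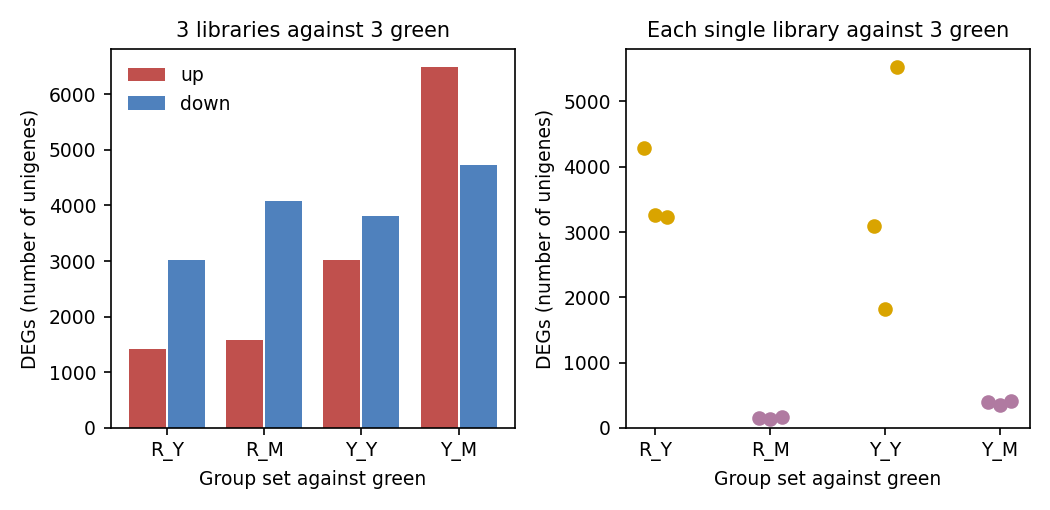
Left, bars give DEGs up and down in each group against green, with all libraries as samples. Right, each point is the number of DEGs (vertical axis) of 1 library set alone against the 3 green libraries, at most 404 for multicoloured libraries and at least 1814 for etiolated ones.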

The number of DEGs was larger in R_M and Y_M compared to R_Y and Y_Y, respectively (Fig. 2). When blasting in *Citrus Sinensis* Annotation Project (http://citrus.hzau.edu.cn/cgi-bin/orange/blast), found that three of these genes (Cluster-2274.58920, Cluster-2274.31722, and Cluster-2274.48364) were associated with chloroplastic or cytochrome, can’t be enriched to KEGG. For example, Cluster-2274.31722 was associated with detoxifying and antioxidant, it encode ferritin in *R. communis*^34^ and sweet orange^35^ for GenBank blast annotation. All together, there may be a pathway, having not been reported, to response for etiolation. Previous studies have found that there are eight different annexins (*AnnAt1*-*8*) in *Arabidopsis*, some of which are likely to have unique individual functions^36^, the whole annexin gene family contributes importantly to the diverse cellular functions needed for seedling growth. Additionally, plant annexins have been found in cytoplasm, vacuole and nucleus^37^. Plant annexins, which are encoded by the *Ann* genes, have also been implicated in imparting tolerance to various abiotic stresses^38^,^39^. *AnnAt1* was found to be de-etiolated responsive^37^. In present study, more than eleven DEGs were enriched in amino acid transmembrane transport, 8 common DEGs, it can be indicted that some of these DEGs may come from annexin gene family.

Thirdly, the results of KEGG pathway showed that in most functional groups, the number of DEGs was larger in Y_Y compared to R_Y (Fig. 4), implying that *Huangguogan* has more complex regulatory networks to deal with etiolation. These pathways were mainly over-represented in amino acid metabolism (KO 00280, KO 00250, KO 00310 and KO 00330). There were 32 DEGs in Valine, leucine and isoleucine degradation pathway (KO 00280) of R_Y library, while the number was 60 in Y_Y. In addition, 15 and 22 DEGs in lysine degradation pathway (KO 00310) of R_Y and Y_Y library, respectively (Supplementary Tables S3 and S4). These findings are consistent with previous observations concerning that amino acid metabolisms are closely associated with respiration, photosynthesis, and photorespiration through interactions with carbon metabolism and regulation of chlorophyll synthesis and reducing power (NADH and NADPH)^28^,^40^,^41^. Several lines of evidence suggest that a close relationship exists between cellular redox state and amino acid metabolism^42^,^43^. GSH is at the heart of the complex antioxidant network of plants that acts to control reactive oxygen species accumulation and to facilitate appropriate cellular redox signaling and defense^44^. The increasing of the capacity for chloroplast GSH synthesis led to a general increase in amino acids such as Val, Leu, Ile, Lys, and Tyr^45^. With the treatment of glyphosate, the increase in Gln was accompanied by strongly increased pools of another major amino acid, Ala, and also by minor amino acids synthesized through shikimate-independent pathways. These included Thr, Lys, and the three branched-chain amino acids Val, Leu, and Ile^46^. Lysine acetylation, plays a major role in metabolism regulation^47^,^48^, is likely to be evolutionarily conserved^49^. A large proportion of metabolic enzymes involved in glycolysis/gluconeogenesis, citric acid cycle, and fatty acid metabolism were found to be acetylated^50^,^51^,^52^. Taken together, lysine acetylation is an essential mechanism of photosynthetic functional regulation, in a way similar to phosphorylation^53^,^54^.

Fourthly, our results showed that there were more down-regulated DEGs in photosynthesis and/or chloroplast development than up-regulated DEGs. 12 and 64 down-regulated DEGs were annotated in photosynthesis (GO: 0015979), and 4 and 10 up-regulated DEGs in photosynthesis, light reaction (GO: 0019684) in *Shiranuhi* and *Huangguogan*, respectively. The results of KEGG pathway showed that two genes (Cluster-2274.55794, Cluster-2274.57917), which were enriched in photosynthesis-antenna proteins pathway (KO 00196), were down-regulated DEGs in both R_Y and Y_Y library. In addition, the sequences of *CLA1* (Gene ID: 827230), *DET1* (Gene ID: 826609) and *GUN4* (Gene ID: 825109) of *Arabidopsis thaliana* in NCBI have been compared with transcriptome data by sequence alignment. 

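Cluster-2274.57917 fell from 33.3 ± 18.6 FPKM in R_G to 2.71 ± 0.474 in R_Y (SD, n = 3 each), a log2 fold change of -3.40 (standard error 0.52, limma adjusted p = 0.038), and from 38.1 ± 15.5 in Y_G to 4.16 ± 1.07 in Y_Y, -3.10 (standard error 0.38, limma adjusted p = 0.00571). The call in R_Y was lost without R_G replicate 2 or 3 or any 1 of the R_Y libraries (largest limma adjusted p 0.13), and that in Y_Y without Y_Y replicate 3 (0.0599). Cluster-2274.55794 had 19.5 ± 8.04 FPKM in R_G and 3.13 ± 1.96 in R_Y, and its log2 fold change of -2.73 did not pass (limma adjusted p = 0.0936). In Y_Y it was called at -2.91 (limma adjusted p = 0.00272), with 2.60 ± 0.701 FPKM against 19.8 ± 2.02 in Y_G. For both genes all etiolated libraries lay below all green libraries of the cultivar. Means in R_M were 32.1 and 19.5 FPKM, close to R_G, and in Y_M 13.5 and 12.9 FPKM.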

The percentage of identical matches between *GUN4* and Cluster-2274.54336 was 67.467%, the bit score was 123, and the expect value (e-value) was 1.37e-26. When blasting in Citrus Sinensis Annotation Project (http://citrus.hzau.edu.cn/cgi-bin/orange/blast), found that the sequence of Cluster-2274.54336 was similar to Cs5g22660.1 (the total score was 1670, query cover was 67%, e-value was 0, and ident was 100%), which is the GUN4-like gen of *Citrus sinensis*. Hence the DEGs of etiolated seedlings contain *GUN4* (Cluster-2274.54336), which is thought to be one of the marker genes of chloroplast development. 

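Cluster-2274.54336 had 5.74, 73.59 and 31.25 FPKM in the R_Y libraries and 67.8, 99.54 and 138.43 in R_G. The groups overlap, and the log2 fold change of -2.04 (standard error 1.03, limma adjusted p = 0.332) did not pass. It ranged from -2.85 to -1.03 with 1 library left out, and it passed in 1 fit on all 18 libraries (limma adjusted p = 0.0375, with a range of 0.0375 to 0.418 over the alternatives that keep all libraries and at most 0.536 with 1 left out). The fit it passed in has its spread lowered by the near-identical multicoloured libraries, counted as separate samples. In Huangguogan it fell from 114 ± 21.9 FPKM in Y_G to 27.3 ± 11.5 in Y_Y (SD, n = 3 each), a log2 fold change of -2.16 (standard error 0.37, limma adjusted p = 0.0173). That call was lost without Y_Y replicate 3 or any 1 of the Y_G libraries (largest limma adjusted p 0.0896). With all libraries kept, it was also lost with no filter on low values and with empirical Bayes without trend and robust options (limma adjusted p at most 0.0633). R_M and Y_M, at means of 166 and 128 FPKM, were not below green. The paper defines its fold change as a ratio of FPKM. By that measure the log2 value here was -1.47 in R_Y and -2.07 in Y_Y, and -1.41 and -2.23 after median-of-ratios scaling. The paper gives -2.3719 and -2.2419.

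**Figure D5:**
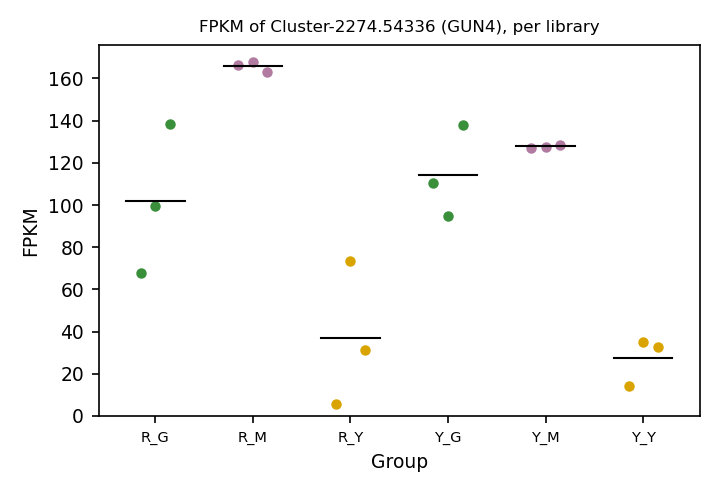
FPKM of Cluster-2274.54336 (vertical axis) in each library, with points for libraries and horizontal lines for group means. R_Y replicate 2, at 73.59 FPKM, lies above the lowest R_G library, at 67.8 FPKM, and the Y_Y libraries lie below all Y_G libraries.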

In both R_Y and Y_Y library, Cluster-2274.54336 was down-regulated, and the log2 FC were −2.3719 and −2.2419, respectively (Fig. 5).

In different varieties of citrus, leaf etiolation DEGs are consistent, but there is also exist species specific. Indicating that there are some differences in the performance of different citrus leaf etiolation.

## Conclusions

In this experiment, we analyzed the global transcriptome modification of two citrus cultivars—*Shiranuhi* and *Huangguogan*, that are differing in etiolation. 4225 and 2912 DEGs were identified from two cultivars, respectively, and functional analysis with these DEGs was performed. The results showed that the most prevalent functional groups in both genotypes were cellular carbohydrate metabolic process, oxidoreductase activity, and catalytic activity. We further analyzed these groups separately. Moreover, there was a unique gene encoding LEA 5 existed in R_Y and Y_Y. We also discussed the possible mechanism of etiolation, and the reason why were more and higher expression level DEGs in *Huangguogan*, and more abundant DEGs in most of common functional groups, highlighting the multiple gene control and complexity of etiolation response mechanism in *Shiranuhi* and *Huangguogan*. In summary, amino acid metabolism, especially Valine, leucine and isoleucine degradation, lysine degradation pathway, and some of the low expression genes of photosynthesis may play an important role in etiolation of *Shiranuhi* and *Huangguogan*. Although we cannot fully explain the molecular mechanism of etiolation, we have succeeded in specifying etiolation-dependent metabolic pathway and some key genes. The DEGs dataset will also provide some valuable candidate genes for functional analysis and other genetic studies in citrus seedling etiolation.

## Materials and Methods

### Plant materials

Two hybrid citrus cultivars seedlings tested in this study, *Huangguogan* and *Shiranuhi* (Supplementary Figure S1), were provided by Institute of Pomology and Olericulture, Sichuan Agricultural University. Seeds were presoaked for 4 h, and incubated in 25 °C for 3d, then sowed in pots filled with vermiculite and perlite (V:V = 1:1). Subsequently, these pots were transferred into a growth chamber set to 25 °C, 12 h light/12 h dark period and 50–60% relative humidity of air, and watered every two days after seedling germination. There were etiolated, multicoloured and green seedlings of each cultivar. 20 days after germination, more than 10 leaves were harvested from each kind of seedlings for each cultivar. These collected leaves were frozen in liquid nitrogen immediately and stored at −80 °C.

### RNA extraction and qualification

Total RNA was extracted with plant RNA Reagent (Invitrogen, Cat. No. 12322–012) following the manufacturer’s protocol. RNA purity was checked using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### cDNA library preparation and transcriptome sequencing

A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H^−^). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 4000 and paired-end reads were generated.

### Quality control

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality.

### Gene functional annotation

Gene function was annotated based on the following databases: NR (NCBI non-redundant protein sequences), NT (NCBI non-redundant nucleotide sequences), Pfam (Protein family)^55^, KOG (Clusters of Orthologous Groups of proteins)^56^, Swiss-Prot (A manually annotated and reviewed protein sequence database)^57^, KO (KEGG Ortholog database)^58^, GO (Gene Ontology)^59^.

### Differential expression analysis

Gene expression levels were estimated by RSEM^60^ for each sample. Clean data were mapped back onto the assembled transcriptome. Readcount for each gene was obtained from the mapping results. Differential expression analysis of two groups was performed using the DESeq R package (1.10.1). DESeq provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq were assigned as differentially expressed.

### GO and KEGG pathway enrichment analysis of differentially expressed genes(DEGs)

Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) was implemented by the GOseq R packages based Wallenius non-central hyper-geometric distribution^61^, which can adjust for gene length bias in DEGs. We used KOBAS^62^ software to test the statistical enrichment of differential expression genes in KEGG pathways.

### Validation by qRT-PCR analysis

Leaves harvested from three independent seedlings of etiolated, multicoloured and green samples of both *Huangguogan* and *Shiranuhi* were used as three biological replicates. Total RNA was extracted with RNAiso Plus (TaKaRa, Dalian, China) and cDNA was synthesized by PrimeScript RT reagent Kit With gDNA Eraser (Takara, Dalian, China) according to the manufacturer’s instructions. 10 DEGs, in which 9 were up-regulated and 1 was down-regulated in both *Huangguogan* and *Shiranuhi* under etiolation, were randomly picked out for validation. Primers were designed using Primer3 (http://bioinfo.ut.ee/primer3-0.4.0/) and synthesized by Sangon Biotech. Details of selected genes and the sequence of primers were listed in Supplementary Table S1. All primers were amplified with no template control to make sure the amplicons were not primer dimers. Gene expression levels were normalized against the geometric mean of citrus reference gene, *Actin* (GenBank: XM 006480741.2) and calculated by 2^−ΔΔCT^ method.

## Additional Information

**How to cite this article:** Xiong, B. *et al*. Transcriptome Analyses of Two Citrus Cultivars (*Shiranuhi* and *Huangguogan*) in Seedling Etiolation. *Sci. Rep.* **7**, 46245; doi: 10.1038/srep46245 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
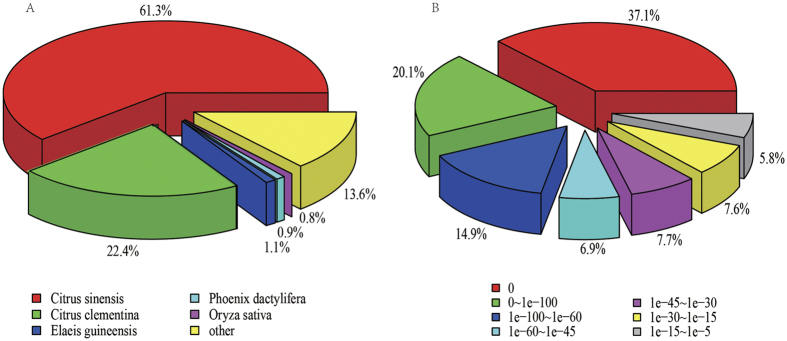
Species classification (**A**) and e-value distribution (**B**) of the unigenes of *Shiranuhi* and *Huangguogan* annotated to NCBI NR database.

**Figure 2:**
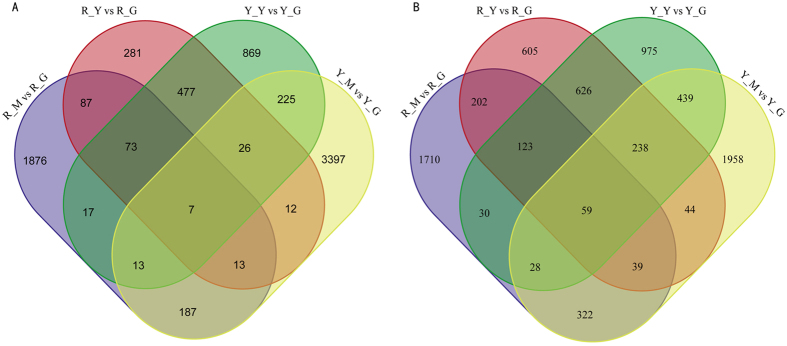
Veen diagram show the number of DEGs between etiolated, multicoloured seedlings of *Shiranuhi* and *Huangguogan*. (**A**) The Venn diagram displays the distribution of up-regulated genes in R_Y vs R_G, R_M vs R_G, Y_Y vs Y_G, and Y_M vs Y_G. (**B**) The Venn diagram displays the distribution of down-regulated genes in R_Y vs R_G, R_M vs R_G, Y_Y vs Y_G, and Y_M vs Y_G.

**Figure 3:**
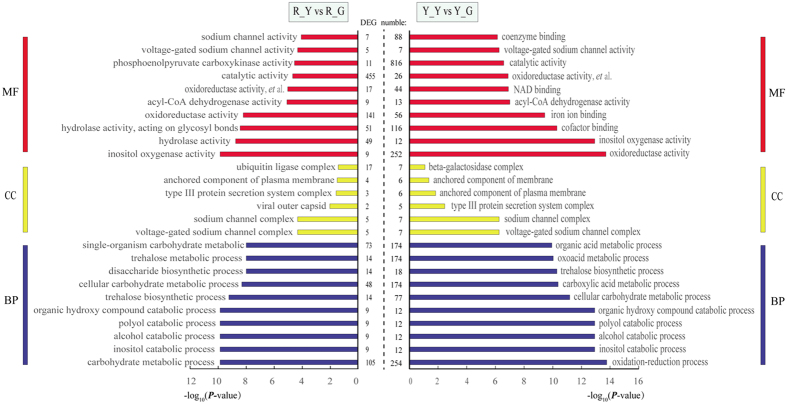
Functional classification of up-regulated DEGs in R_Y and Y_Y. Gene ontology biological process (GO-BP), gene ontology cellular component (GO-CC), and gene ontology molecular function (GO-MF) categories enriched in the up-regulated DEGs. Oxidoreductase activity, *et al*. is the short for oxidoreductase activity, acting on single donors with incorporation of molecular oxygen.

**Figure 4:**
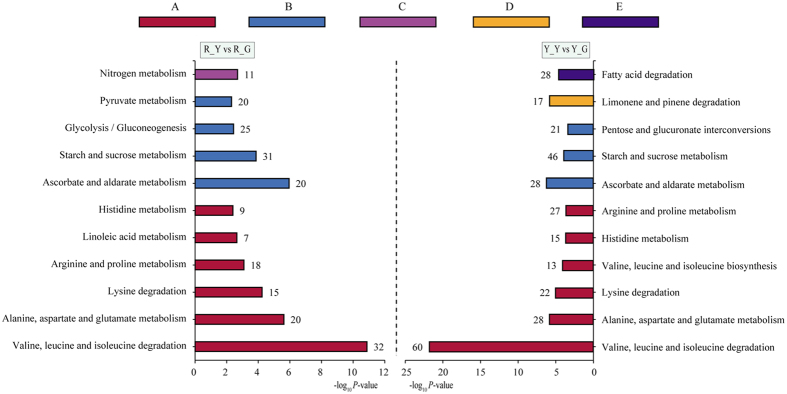
Distribution of KEGG classification of up-regulated DEGs in *Shiranuhi* and *Huangguoga*n. The *P*-value was calculated using the Benjamini correction method and Fisher’s exact test (*P*-value < 0.01). (**A**) Amino acid metabolism. (**B**) Carbohydrate metabolism. (**C**) Energy metabolism. (**D**) Metabolism of terpenoids and polyketides. (**E**) Lipid metabolism.

**Figure 5:**
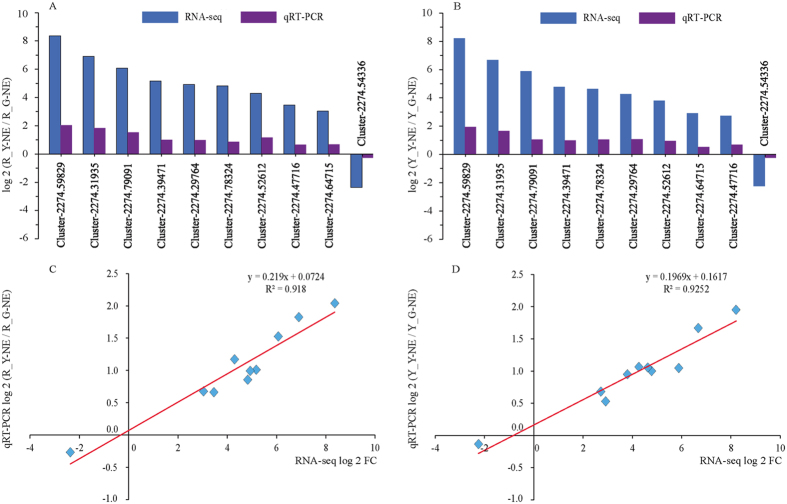
Expression pattern of 10 selected genes as obtained by RNA-seq and qRT-PCR. (**A**) qRT-PCR validation for the 9 randomly selected DEGs of *Shiranuhi*. (**B**) qRT-PCR validation for the 9 up- and 1 down-regulated DEGs of *Huangguogan*. R_Y-NE, R_G-NE, Y_Y-NE and Y_G-NE represent normalized expression levels for the DEGs in the *Shiranuhi* and *Huangguogan* libraries, respectively. FC is the ratio of FPKM between etiolated and green seedlings. (**C**,**D**) Scatter plot of 10 selected genes based on fold change measured by RNA-seq and by qRT-PCR analysis of *Shiranuhi and Huangguogan*, respectively. A linear trend line is shown. Pearson’s correlation was used to determine the relationship between the qRT-PCR and RNA-seq results for DEGs expression levels.

**Table 1:** Overview of the sequencing results.

Sample	Raw Reads	Clean Reads	Clean Bases (G)	Q30 (%)	GC Content^a^ (%)	Mapped Ratio^b^ (%)
R_G_1	57012302	54988870	8.25	94.42	43.89	83.42
R_G_2	41815870	41233266	6.18	94.60	44.18	84.78
R_G_3	41604600	40730430	6.11	94.60	44.26	83.95
R_Y_1	44669938	42970570	6.45	94.44	43.43	82.89
R_Y_2	44683530	42874900	6.43	91.37	43.80	82.98
R_Y_3	46134030	44440236	6.67	92.85	43.48	83.03
R_M_1	48582150	46739478	7.01	94.29	44.12	83.44
R_M_2	56099636	53936088	8.09	94.19	44.18	83.19
R_M_3	50374534	48399808	7.26	94.30	44.28	83.12
Y_G_1	47891158	45978328	6.90	94.36	44.28	83.43
Y_G_2	47860120	46055110	6.91	94.47	44.18	83.91
Y_G_3	54082116	52015908	7.80	94.38	44.19	83.10
Y_Y_1	44331740	43467454	6.52	94.70	43.46	83.15
Y_Y_2	43958478	43359244	6.50	94.91	43.76	84.57
Y_Y_3	51729702	49978472	7.50	94.73	43.81	84.31
Y_M_1	47357694	45747250	6.86	94.48	44.41	85.39
Y_M_2	49140048	47483244	7.12	94.57	44.43	85.38
Y_M_3	45257470	43761800	6.56	94.75	44.43	85.45

R_G, *Shiranuhi* green seedlings. R_Y, *Shiranuhi* etiolated seedlings. R_M, *Shiranuhi* multicoloured seedlings. Y_G, *Huangguogan* green seedlings. Y_Y, *Huangguogan* etiolated seedlings. Y_M, *Huangguogan* multicoloured seedlings. ^a^The percentage of clean reads whose quality score was more than 30. ^b^The percentage of reads that are mapped to transcripts or unigenes in clean reads.

**Table 2:** List of the top ten genes with the highest FPKM in R_Y and Y_Y.

Gene ID	KEGG Pathway	R_Y fold (log_2_FC)	Y_Y fold (log_2_FC)
Cluster-2274.56949	protein. hypothetical protein CISIN_1g024065mg	—	5.92
Cluster-2274.55102	development. late embryogenesis abundant	—	2.13
Cluster-2274.48669	protein. sucrose galactosyltransferase	—	4.59
Cluster-2274.48671	protein. sucrose galactosyltransferase	—	4.62
Cluster-2274.39471	protein. Asparagine synthase	5.17	4.78
Cluster-2274.59829	protein. uncharacterized protein	8.36	8.21
Cluster-2274.79091	protein. hypothetical protein CISIN_1g004219mg	6.07	5.88
Cluster-2274.52612	protein. Myo-inositol oxygenase	4.29	3.80
Cluster-2274.29764	RNA. regulation of transcription	4.93	4.26
Cluster-2274.64715	not assigned. unknown	3.03	2.92
Cluster-2274.31940	protein. hypothetical protein CICLE_v10004369mg	7.27	—
Cluster-2274.31935	protein. hypothetical protein CICLE_v10004369mg	6.90	—
Cluster-2274.47716	not assigned. unknown	3.46	—
Cluster-2274.78324	protein. vacuolar transport	4.83	—

Data in bold symbolize genes shared by R_Y and Y_Y.

# Supplementary material for: Transcriptome Analyses of Two Citrus Cultivars (Shiranuhi and Huangguogan) in Seedling Etiolation
**Source:** Sci Rep. 2017 Apr 7;7:46245. doi: 10.1038/srep46245
**Supplement:** Supplementary Information

# **Transcriptome Analyses of Two *Citrus* Cultivars (*Shiranuhi* and *Huangguogan*) in Seedling Etiolation**

Bo Xiong<sup>1</sup> †, Shuang Ye<sup>1</sup> †, Xia Qiu<sup>1</sup>, Ling Liao<sup>1</sup>, Guochao Sun<sup>2</sup>, Jinyu Luo<sup>1</sup>, Lin Dai<sup>1</sup>, Yi Rong<sup>1</sup> & Zhihui Wang<sup>1,2</sup>

† These authors contributed equally to this work.

## Supplementary Figures

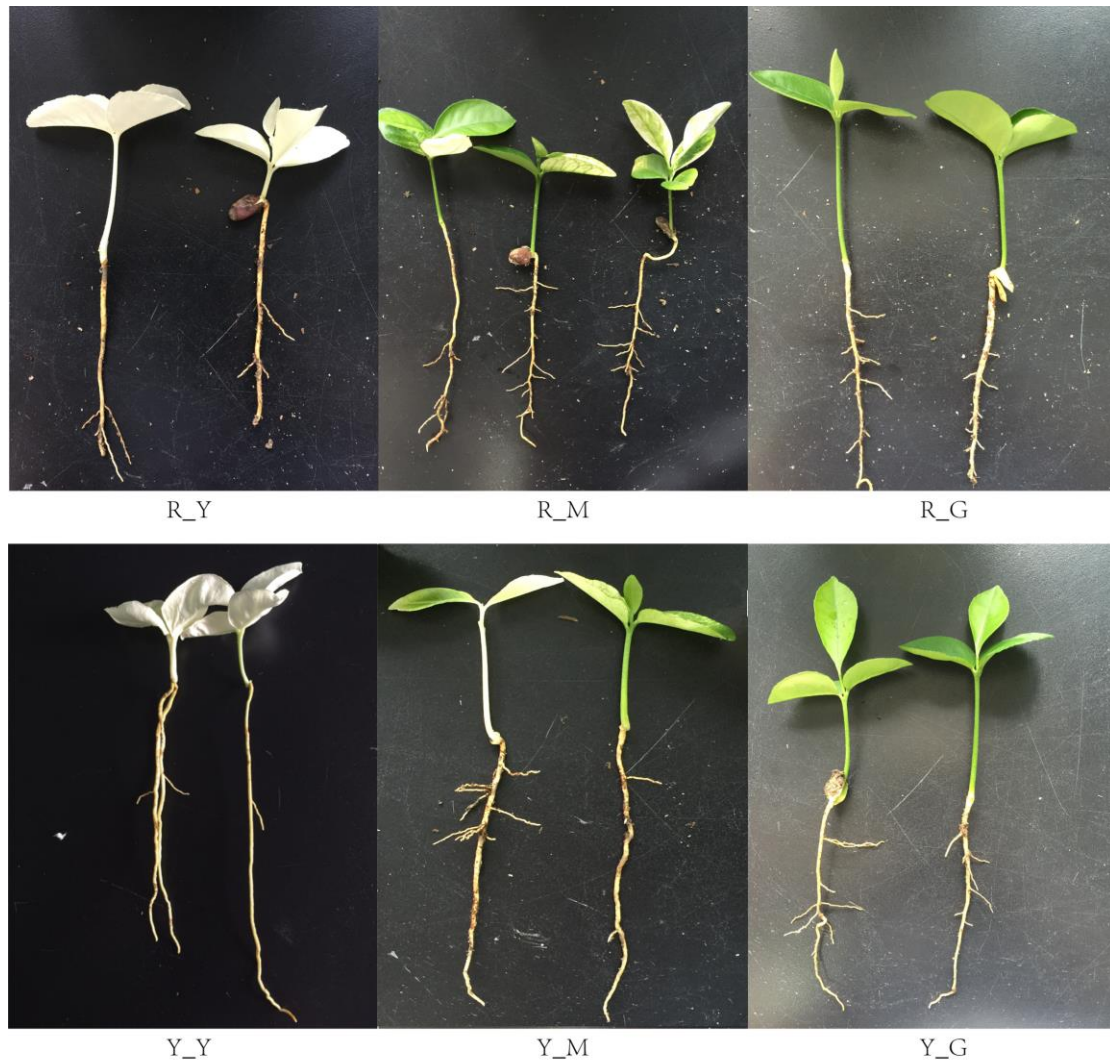

**Figure S1. *Shiranuhi* (up) and *Huangguogan* (down).** R\_G, *Shiranuhi* green seedlings. R\_Y, *Shiranuhi* etiolated seedlings. R\_M, *Shiranuhi* multicoloured seedlings. Y\_G, *Huangguogan* green seedlings. Y\_Y, *Huangguogan* etiolated seedlings. Y\_M, *Huangguogan* multicoloured seedlings.

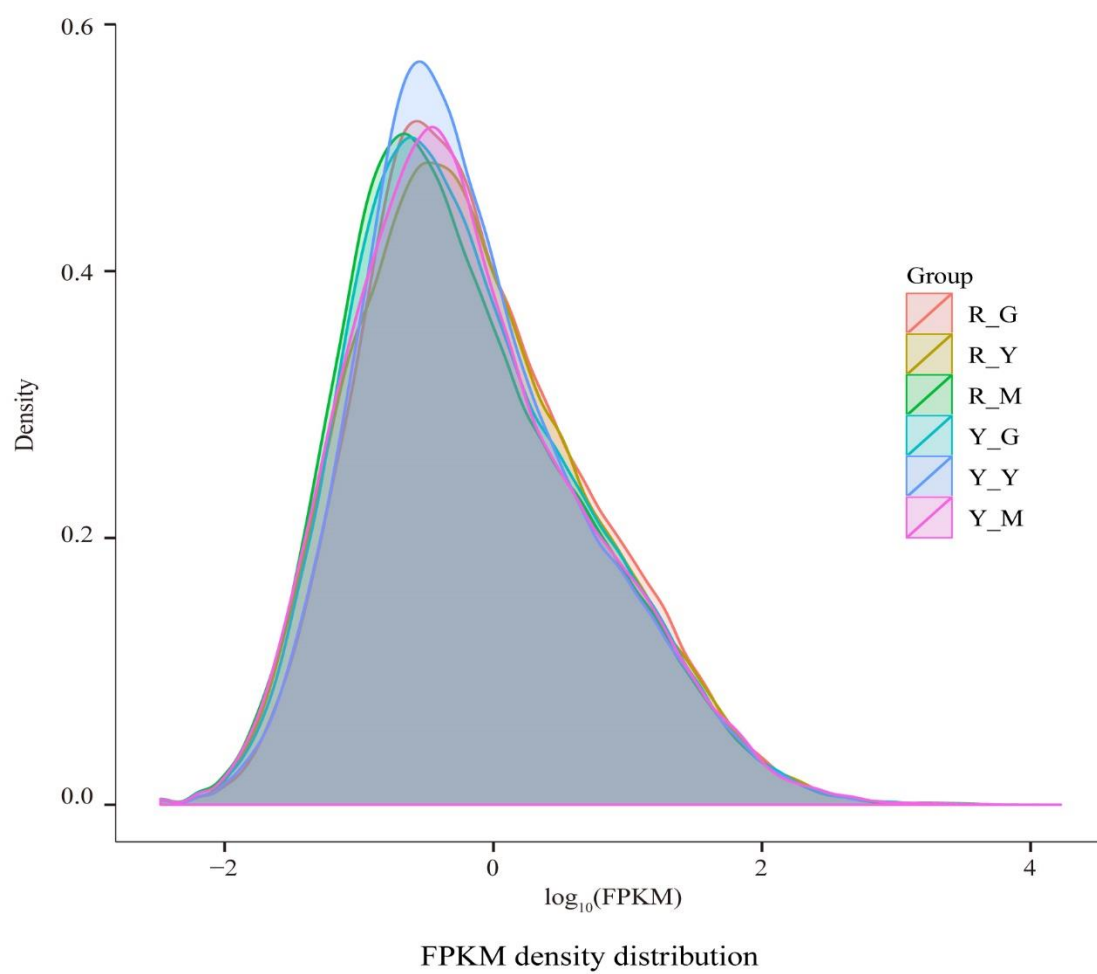

**Figure S2. The FPKM density distribution of unigenes.**

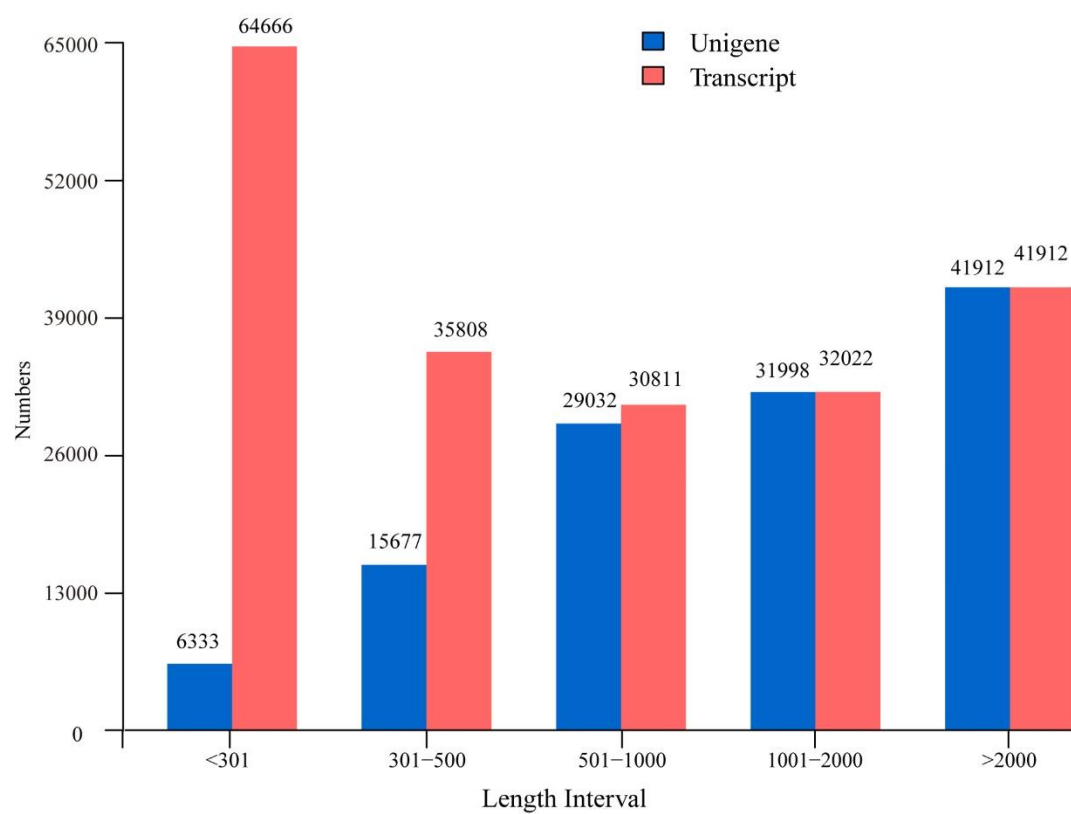

**Figure S3. Unigene and Transcript length distribution.**

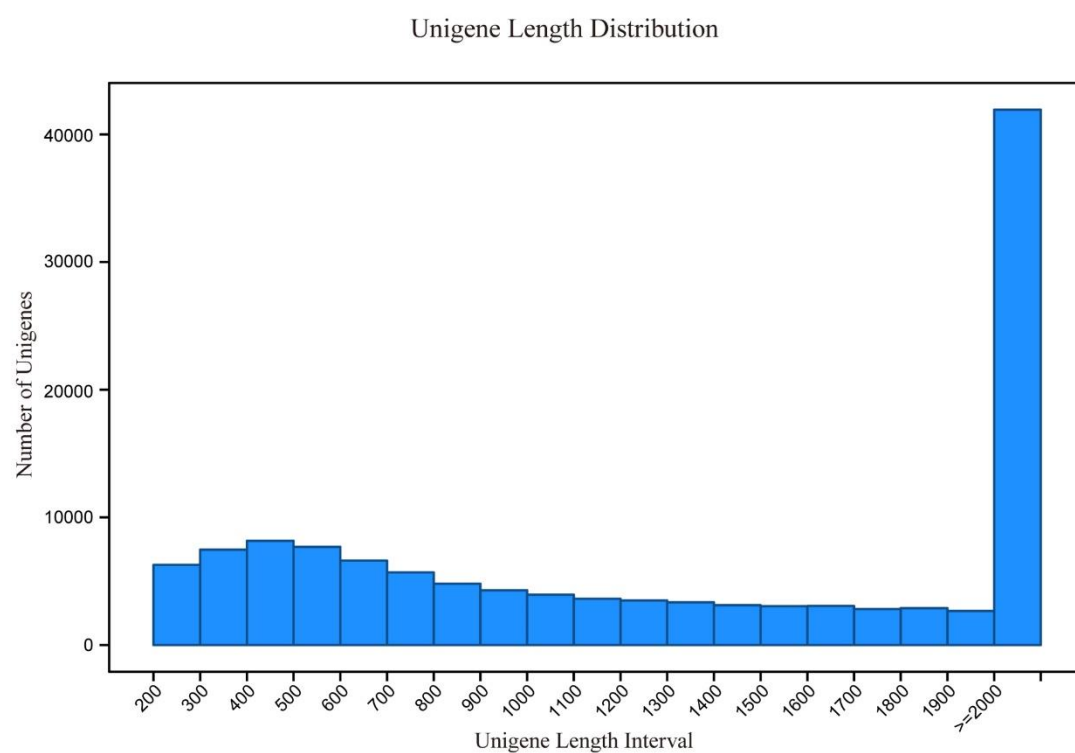

**Figure S5. Overall distribution of unigenes in six libraries measured by FPKM.**

# Cluster analysis differentially expressed genes

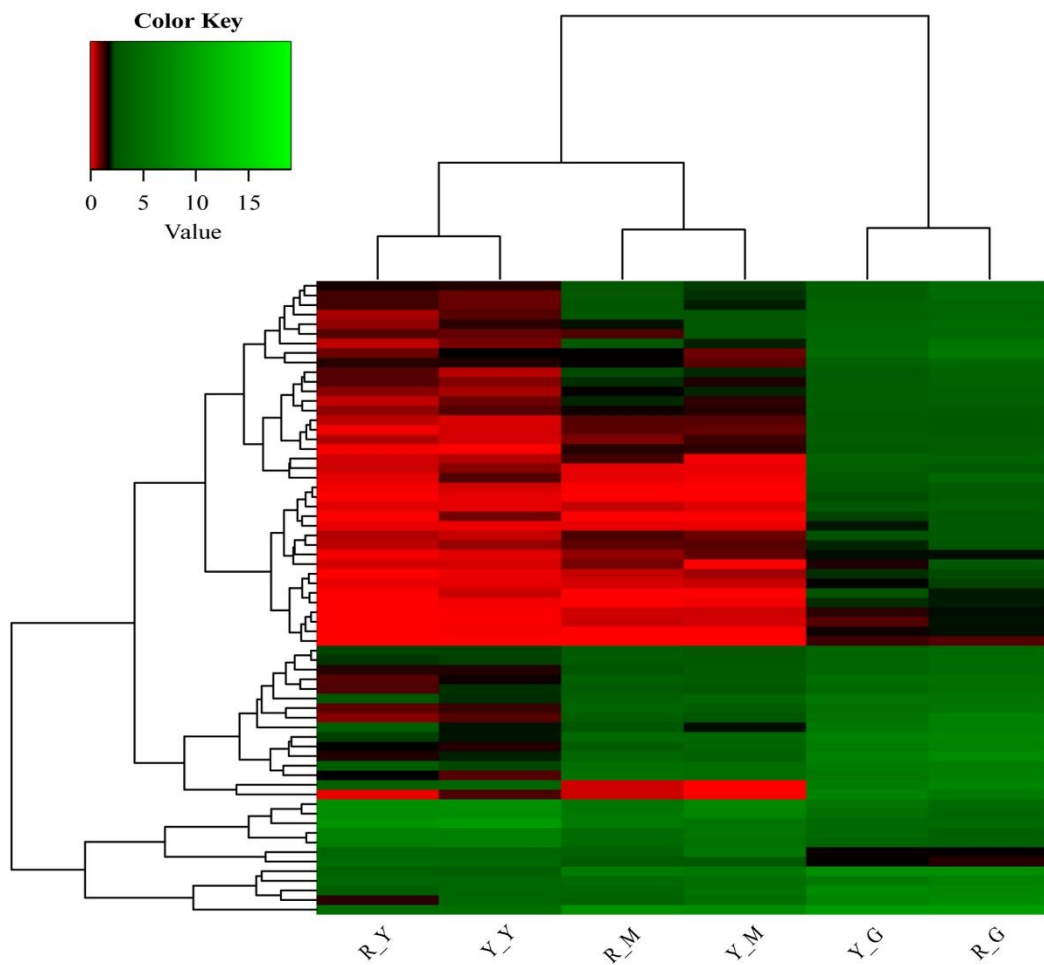

**Figure S6. Hierarchical cluster analysis of DEGs in six libraries.** Hierarchical cluster analysis was carried out with 66 significantly differentially expressed genes in etiolated and multicoloured seedlings of *Shiranuhi* and *Huangguogan*. Value= $\log_2$  FPKM.

## Supplementary Tables

**Table S1. The sequence of selected genes of primers.**

| Code      | Gene id                                   | Gene Length | Primer Forward       | Primer Reverse       |
|-----------|-------------------------------------------|-------------|----------------------|----------------------|
| 1         | Cluster-2274.59829                        | 1001        | AAGCCACAAAACCACCTTTG | GAGCTACACAGCCCAGCTTC |
| 2         | Cluster-2274.31935                        | 5764        | GCTGGCCATCAAATACAGGT | CTTGGTGCATTTCAGGTTT  |
| 3         | Cluster-2274.79091                        | 3952        | ACCGGTATTGAGACCGACAG | GTCAGCATGATGAAGGCAGA |
| 4         | Cluster-2274.39471                        | 2074        | AGGAGGTGCGAGTGTAGCAT | GGTGGTGCCTTAACAGCATT |
| 5         | Cluster-2274.29764                        | 1486        | CTGGGGCTGAAAAAGTACCA | TTTTCGGTTTTACCCGACTG |
| 6         | Cluster-2274.78324                        | 3099        | ACAAAGCGTACGCGAGAGTT | ATCAAGTGGTGGAGGGACTG |
| 7         | Cluster-2274.52612                        | 1889        | GCTTCCTCAATGGGCAGTAG | AAGAGCTGCTGAAGGCAGAG |
| 8         | Cluster-2274.47716                        | 3119        | AAACGACGTCGCCGTATAAC | CAGCATCTCTCCCGACTTTC |
| 9         | Cluster-2274.64715                        | 2370        | TGGCCAATGTAGTCACCAGA | ATGGGACGACAGGTAAGTCG |
| 10        | Cluster-2274.54336                        | 1340        | ACTTGAAAGCCATCGACGAG | GGAGTTTCCTTCCCGTTCTC |
| Reference | <i>Actin</i> (GenBank:<br>XM 006480741.2) | 1674        | CCTCACTGAAGCACCCTCA  | GTGGAAGAGCATACCCCTCA |

**Table S2. The statistics of gene annotation success rate.**

| Databases                          | Number of Unigenes | Percentage (%) |
|------------------------------------|--------------------|----------------|
| Annotated in NR                    | 98904              | 79.15          |
| Annotated in NT                    | 105408             | 84.35          |
| Annotated in KO                    | 42016              | 33.62          |
| Annotated in SwissProt             | 78872              | 63.12          |
| Annotated in PFAM                  | 72068              | 57.67          |
| Annotated in GO                    | 72464              | 57.99          |
| Annotated in KOG                   | 46308              | 37.06          |
| Annotated in all Databases         | 25194              | 20.16          |
| Annotated in at least one Database | 111163             | 88.96          |
| Total Unigenes                     | 124952             | 100.00         |

**Table S3. The top 11 pathway of up-regulated DEGs of *Shiranuhi* enriched in KEGG**

| Pathway id | pathway term                                | 1st-level(pathway) | 2nd-level(pathway)      | rich factor | P-value     | -log <sub>10</sub> P-value | gene number |
|------------|---------------------------------------------|--------------------|-------------------------|-------------|-------------|----------------------------|-------------|
| KO 00280   | Valine, leucine and isoleucine degradation  | Metabolism         | Amino acid metabolism   | 0.077858881 | 1.36E-11    | 10.8667                    | 32          |
| KO 00250   | Alanine, aspartate and glutamate metabolism | Metabolism         | Amino acid metabolism   | 0.06557377  | 2.42E-06    | 5.6169                     | 20          |
| KO 00310   | Lysine degradation                          | Metabolism         | Amino acid metabolism   | 0.066964286 | 5.82E-05    | 4.2348                     | 15          |
| KO 00330   | Arginine and proline metabolism             | Metabolism         | Amino acid metabolism   | 0.044554455 | 0.000819496 | 3.0865                     | 18          |
| KO 00591   | Linoleic acid metabolism                    | Metabolism         | Amino acid metabolism   | 0.092105263 | 0.002278323 | 2.6424                     | 7           |
| KO 00340   | Histidine metabolism                        | Metabolism         | Amino acid metabolism   | 0.061643836 | 0.004047845 | 2.3928                     | 9           |
| KO 00053   | Ascorbate and aldarate metabolism           | Metabolism         | Carbohydrate metabolism | 0.070671378 | 1.15E-06    | 5.9406                     | 20          |
| KO 00500   | Starch and sucrose metabolism               | Metabolism         | Carbohydrate metabolism | 0.036299766 | 0.000139123 | 3.8566                     | 31          |
| KO 00010   | Glycolysis / Gluconeogenesis                | Metabolism         | Carbohydrate metabolism | 0.032010243 | 0.003658542 | 2.4367                     | 25          |
| KO 00620   | Pyruvate metabolism                         | Metabolism         | Carbohydrate metabolism | 0.034305317 | 0.004950828 | 2.3053                     | 20          |
| KO 00910   | Nitrogen metabolism                         | Metabolism         | Energy metabolism       | 0.058823529 | 0.002073841 | 2.6832                     | 11          |

**Table S4. The top 11 pathway of up-regulated DEGs of *Huangguogan* enriched in KEGG**

| Pathway id | pathway term                                | 1st-level(pathway) | 2nd-level(pathway)                       | rich factor | <i>P</i> -value | -log <sub>10</sub> <i>P</i> -value | gene number |
|------------|---------------------------------------------|--------------------|------------------------------------------|-------------|-----------------|------------------------------------|-------------|
| KO 00280   | Valine, leucine and isoleucine degradation  | Metabolism         | Amino acid metabolism                    | 0.145985401 | 1.71E-22        | 21.7661                            | 60          |
| KO 00250   | Alanine, aspartate and glutamate metabolism | Metabolism         | Amino acid metabolism                    | 0.091803279 | 1.53E-06        | 5.8142                             | 28          |
| KO 00310   | Lysine degradation                          | Metabolism         | Amino acid metabolism                    | 0.098214286 | 9.71E-06        | 5.0128                             | 22          |
| KO 00290   | Valine, leucine and isoleucine biosynthesis | Metabolism         | Amino acid metabolism                    | 0.132653061 | 8.34E-05        | 4.0791                             | 13          |
| KO 00340   | Histidine metabolism                        | Metabolism         | Amino acid metabolism                    | 0.102739726 | 0.000214237     | 3.6691                             | 15          |
| KO 00330   | Arginine and proline metabolism             | Metabolism         | Amino acid metabolism                    | 0.066831683 | 0.000237851     | 3.6237                             | 27          |
| KO 00053   | Ascorbate and aldarate metabolism           | Metabolism         | Carbohydrate metabolism                  | 0.098939929 | 6.02E-07        | 6.2205                             | 28          |
| KO 00500   | Starch and sucrose metabolism               | Metabolism         | Carbohydrate metabolism                  | 0.053864169 | 0.000123257     | 3.9092                             | 46          |
| KO 00040   | Pentose and glucuronate interconversions    | Metabolism         | Carbohydrate metabolism                  | 0.074204947 | 0.000425509     | 3.3711                             | 21          |
| KO 00903   | Limonene and pinene degradation             | Metabolism         | Metabolism of terpenoids and polyketides | 0.146551724 | 1.53E-06        | 5.8142                             | 17          |
| KO 00071   | Fatty acid degradation                      | Metabolism         | Lipid metabolism                         | 0.077348066 | 2.16E-05        | 4.6647                             | 28          |

How the deposited data were processed for this re-analysis (not part of the article)

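Leaf RNA of green (G), etiolated (Y) and multicoloured (M) seedlings of Shiranuhi (R) and Huangguogan (Y) was analysed from 18 libraries, with 3 libraries in each of 6 groups. The authors sequenced paired-end reads, assembled them without a genome with Trinity, and estimated expression with RSEM. The deposited table holds FPKM of 124952 unigenes in each library, computed by the authors, with 2 decimals. The FPKM sum of a library lay between 727434 and 797102, and the table was not scaled further. It carries no gene names, which were taken from the text and tables of the paper, and no fragment counts.

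Each library was assigned to its group by its label. FPKM was taken to log2 after adding 0.1, and a unigene was tested when it had at least 0.3 FPKM in at least 3 of the 18 libraries, whichever they were. This left 87562 unigenes. R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used for the tables, and Python 3.11.15 with matplotlib 3.10.9 for the figures. Groups were compared in limma with empirical Bayes moderation (trend and robust options), in a fit on the 6 libraries of the comparison. P values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The difference between the cultivars in the effect of etiolation, and in that of multicoloured leaves, was tested as an interaction over 12 libraries. For single genes in 3 libraries against 3, the smallest exact permutation p is 0.1.

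The test was tested on simulated data built on the tested unigenes, with 200 of them changed. At a log2 fold change of 4 it recovered 39% in the design of R_Y against R_G and 48% in that of Y_Y against Y_G. At a log2 fold change of 2 it recovered 11% and 8%. False calls numbered 6 and 5. The interaction recovered 57% of differences of 3, with 2 false calls. The changed unigenes were chosen among expressed ones of limited spread. For the etiolated comparisons far fewer were changed than were called in the data, which makes the adjusted limit stricter. Those shares therefore do not measure recovery in the data.

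Unigenes were named by a rule: every unigene that the text, Table 2 or Table S1 names, and the single most raised and single most lowered DEG (by fitted log2 fold change, with groups not overlapping) of R_Y against R_G and of Y_Y against Y_G. The values in the paper's tables had been seen when the rule was written. A single unigene outside the rule was named after its values were seen, as stated where it appears.

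The alternatives were a value of 1 or 0.01 added before the logarithm, no filter on low values, a filter of 1 FPKM, median-of-ratios scaling, quantile normalization, a single fit on all 18 libraries, a replicate block, empirical Bayes without trend and robust options, an unadjusted p under 0.005, an adjusted p under 0.005, no limit on the fold change, and each library left out in turn. The single fit on all 18 libraries counts the multicoloured libraries as separate samples. Their small spread lowers the shared spread and eases calls in the green and etiolated groups. After the values were seen, 2 more were added, in which each multicoloured group counts as 1 sample, with the spread taken from the green group alone or pooled over 14 samples. In the first of these, unigenes at 0 in all green libraries have no spread, so any value above the fold limit is called. Other splits of the libraries were counted for each test across unigenes, all 10 splits for 3 libraries against 3 and 100 for each interaction.

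Mapped fragments per library were 17096598 to 22935858, from the clean reads and mapping rates in the paper's Table 1. Without fragment counts per unigene, no counting interval was computed for single values. The qRT-PCR values and the GO and KEGG results were not analysed here, because the deposited data hold neither qRT-PCR values nor an annotation of the unigenes.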

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

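In this part, the tests on values of 0 and on the small spread between the multicoloured libraries were chosen only after the result was seen. The interactions and the count of splits for them were set before the data were examined.

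The effect of etiolation differed between the cultivars in 25 unigenes, by a limma interaction with 12 positive and 13 negative differences. This is a difference between groups under the same contrast. Of 100 splits of the cultivar labels within stage, 1, the real one, gave as many calls on residuals of the additive model (65, against at most 41 in the others). This count is not the 25 reported, which the largest of the other splits exceeded. The real labels also keep groups listed at 0 whole, while other splits can break them up. Chance therefore cannot be excluded for the 25 on this count. In 92% of the 25, all 3 libraries of a group were listed at 0, against 23% of the unigenes tested, and 17 changed in opposite directions in the 2 cultivars. A value of 0 may be a failed estimate. The test cannot tell such failures from true absence of a transcript, so the 2 cannot be told apart with this table. The number moved with single libraries. It was 15 without R_G replicate 2, 166 without R_G replicate 1, 61 without Y_G replicate 2, 49 without R_Y replicate 1, 42 without R_Y replicate 2 and 43 without Y_Y replicate 3. A cultivar difference in the response stays open and was not tested by other means.

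The effect of multicoloured leaves differed between the cultivars in 13971 unigenes by the same kind of interaction, with the multicoloured libraries counted as 3 samples each. With each multicoloured group as 1 sample and the spread pooled over 14 samples, 57 unigenes were called (8537 at an unadjusted p under 0.05). That setting changes both the spread and the number of samples, and in 1 fit on all 18 libraries, with 3 libraries kept, 10215 were called. The small spread between the multicoloured libraries and the counting of 1 sample as 3 therefore cannot be told apart as what the 13971 rest on. Of 100 splits, 1 gave as many calls (13208 on residuals, against at most 3345), but splits of near-identical libraries are not splits of independent samples, so chance cannot be excluded on this count. Among the 13971, 36.4% had a group listed at 0 in all 3 libraries. Whether the cultivars differ in multicoloured leaves stays open, since it was not established that the multicoloured libraries are independent samples.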

How the results depend on the processing

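In this part, the 2 settings that count each multicoloured group as 1 sample were chosen only after the values were seen, and the other settings were planned. The cause was not tested for any change below.

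Adding 1 instead of 0.1 before the logarithm gave 2634 DEGs in R_Y, 2977 in R_M, 6462 in Y_M, 3 commonly up, and 12 unigenes whose etiolation effect differs between the cultivars. With no filter on low values there were 1037 DEGs in R_M, 1 commonly up and 13 commonly down, 427 up and 699 down shared by R_Y and Y_Y, and 28 DEGs of at least 500 fold in Y_Y. A filter of 1 FPKM gave 151 commonly down and 16 for the etiolation difference. With median-of-ratios scaling 55.4% of the R_M DEGs were down, and with quantile normalization 48.8%, a reversal, while 54% of the R_Y DEGs were down.

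One fit on all 18 libraries gave 11040 DEGs in R_Y, 5318 in R_M, 12109 in Y_Y and 10390 in Y_M, so fewer in multicoloured than in etiolated leaves of both cultivars, 31 commonly up and 198 commonly down, 2215 up and 3920 down shared by R_Y and Y_Y, and 157 for the etiolation difference. Empirical Bayes without trend and robust options gave 69 for that difference, and an unadjusted p under 0.005 gave 1052. An adjusted p under 0.005, a stricter limit, gave 291 DEGs in R_Y, 730 in R_M, 1094 in Y_Y and 2893 in Y_M, 0 commonly up and 0 commonly down in limma, 25 up and 34 down shared, 7 for the etiolation difference, 5122 for the multicoloured difference, and 5 and 21 DEGs of at least 500 fold in R_Y and Y_Y. At an unadjusted p under 0.05 the 4 comparisons against green had 18178, 21761, 20374 and 25087 unigenes. With no limit on the fold change 19 were commonly up and 116 commonly down. At least 1 FPKM in a library was reached by 73752 unigenes.

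A replicate block assumes that replicate numbers pair the libraries of 2 groups. The correlation of the paired residuals was -0.04 to 0.08, so the numbers do not pair them, and the block takes degrees of freedom from the test. It gave 0 DEGs in R_Y and 0 in R_M in limma (16456 and 18993 at an unadjusted p under 0.05), 3201 in Y_Y, 3696 in Y_M, 0 commonly up, 0 commonly down, 0 shared up, 0 shared down, and 8 for the etiolation difference.

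With the multicoloured libraries as 1 sample, there were 2613 DEGs in R_M (11.5% down, a reversal), 6758 in Y_M (13.7% down), 4 commonly up, 1 commonly down and 5254 for the multicoloured difference. Of these, 2297 in R_M, 5606 in Y_M and 3965 for the difference were at 0 in all green libraries compared, where the green spread is nil. In R_M and Y_M such unigenes can only be called up, so the reversal says nothing about the direction. With the multicoloured libraries as 1 sample and the spread pooled over 14 samples, there were 58 in R_M (50% down), 229 in Y_M, 0 commonly up and 2 commonly down in limma, and 57 for the multicoloured difference. The fits assume that the single sample varies like the other groups. At an unadjusted p under 0.05 the pooled fit had 6408 unigenes in R_M and 9821 in Y_M.

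With 1 library left out, R_Y DEGs ranged from 1762 (without R_Y replicate 3) to 4493 (without R_Y replicate 2), with 2230 without R_G replicate 2, and 51.7% (without R_Y replicate 2) to 74.1% were down. R_M DEGs ranged from 2557 (without R_M replicate 3; 2667 and 2686 without R_M replicates 2 and 1) to 7464, with 62.1% to 70.2% down. Y_Y DEGs ranged from 2042 (without Y_G replicate 1) to 5730, with 3157 without Y_Y replicate 1, 3444 without Y_G replicate 3 and 4484 without Y_Y replicate 2, and 48.7% (without Y_G replicate 1, a reversal) to 59.1% were down. Y_M DEGs ranged from 6848 (without Y_M replicate 1; 6910 and 6921 without Y_M replicates 3 and 2) to 14139, with 36.2% to 46% down.

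Commonly up unigenes ranged from 3 (without R_M replicate 2) to 10, with 4 without R_M replicate 3, R_Y replicate 3 or Y_G replicate 1, 5 without R_G replicate 2 or R_M replicate 1, and 6 without Y_G replicate 2 or Y_Y replicate 2. Commonly down ones ranged from 25 (without R_M replicate 1 or 2) to 71, with 26 without R_M replicate 3, 30 without Y_G replicate 1, 37 without R_G replicate 2, 40, 47 and 44 without Y_M replicates 1, 2 and 3, 46 without Y_G replicate 2 and 47 without R_Y replicate 3. Unigenes shared by R_Y and Y_Y ranged from 188 (without R_Y replicate 3) to 925 up, with 264 without R_G replicate 2, 369 without Y_G replicate 1, 377 without R_G replicate 3, 382 without R_Y replicate 1, and 422 without R_G replicate 1 or Y_Y replicate 1. They ranged from 372 (without R_Y replicate 3) to 855 down, with 423 without Y_G replicate 1, 466 without R_G replicate 2, 677 without R_Y replicate 1, 683 and 765 without Y_G replicates 3 and 2, at most 758 without Y_Y replicate 1 or 3, and 736 without R_G replicate 3.

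For the etiolation difference the range was 15 (without R_G replicate 2) to 166 (without R_G replicate 1), with 42 and 49 without R_Y replicates 2 and 1, 43 without Y_Y replicate 3 and 61 without Y_G replicate 2. For the multicoloured difference it was 11124 to 16655. The ratio of the SD of fold changes ranged from 0.958 (without R_Y replicate 2) to 1.12 for Y_Y over R_Y, with 0.959 without R_G replicate 1 and 0.987 without R_Y replicate 1 also below 1 and 1.11 without Y_G replicate 2 and 1.1 without Y_Y replicate 3 above, and from 1.06 to 1.24 for Y_M over R_M. Of the 6 genes that Table 2 lists for both cultivars, 2 (without R_Y replicate 2, a reversal) to 6 were higher in Y_Y by the fitted difference, and of the 7 commonly up genes of the paper 3 (without Y_Y replicate 1, a reversal) to 6. By mean FPKM both ranges were 3 to 6. Of the genes that Table 2 lists, 6 in R_Y and 5 to 6 in Y_Y were among the 10 highest up-regulated DEGs. Of the qRT-PCR genes, 9 (without R_Y replicate 1) to 10 lay beyond 1 in R_Y and 10 in Y_Y.

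Over the 34 named unigenes, no fold change that was called reversed its sign. The counts below leave out the planned settings that change only the limit on p or on the fold change. The stricter limit on the adjusted p would end further calls, such as that of Cluster-2274.59829 in R_Y (limma adjusted p = 0.0151). In R_Y, 258 of 306 values under 9 planned settings that keep all libraries stayed on their side of the threshold. Of the others, 29 lost their call and 19 gained one. With 1 library left out, 145 of 204 stayed, 54 lost it and 5 gained it. In Y_Y the numbers were 295, 8 and 3 of 306 under the same 9 settings, and 173, 30 and 1 of 204 with 1 library left out. In R_M they were 275, 20 and 11 of 306, and 168, 26 and 10 of 204, and in Y_M 286, 18 and 2, and 174, 24 and 6. With each multicoloured group as 1 sample, 51 of 68 stayed in R_M, 16 lost it and 1 gained it, and in Y_M 49, 18 and 1.

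On simulated data a change of 4 on the log2 scale was recovered for 39% of unigenes in R_Y and 48% in Y_Y. A change of 2 was recovered for 11% and 8%. Only 200 unigenes were changed there, far fewer than were called in the data, which makes the adjusted limit stricter. The shares do not measure recovery in the data, and how many changed unigenes went uncalled stays unknown.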

Differences from the paper's values

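In this part, the alternatives named were set before the data were examined, except for the 2 settings that count each multicoloured group as 1 sample, which were chosen after seeing the values. The paper tested with DESeq, and the values here are from limma on FPKM. For the DEGs, an alternative is said to bring a number within the paper's when the 2 values differ by no more than 1.5 times. Fits with 1 library left out were also set beforehand and are given separately from the alternatives that keep all libraries.

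For R_Y, the paper's total is 2912 and the value here 4433. The total came within the paper's with 1 added before the logarithm (2634), no filter on low values (3441), a filter of 1 FPKM (4192), median-of-ratios scaling (4204), quantile normalization (4101) and empirical Bayes without trend and robust options (4345). It did not with 0.01 added (4745), 1 fit on all 18 libraries (11040), a replicate block (0 in limma, 16456 at an unadjusted p under 0.05), an unadjusted p under 0.005 (5840), an adjusted p under 0.005 (291) and no limit on the fold change (4726). The paper's number down is 1936 and the value here 3024. The same alternatives brought it within the paper's (1772, 2348, 2821, 2674 and 2215), except empirical Bayes without trend and robust options (2977), and the others did not (3182, 7376, 0, 3973, 203 and 3174). Among fits with 1 library left out, the total was within the paper's without R_G replicate 1, 2 or 3 (4023, 2230 and 3271) or R_Y replicate 1 (3290), and not without R_Y replicate 2 or 3 (4493 and 1762). The number down was within it without R_G replicate 2 or 3 (1652 and 2418) or R_Y replicate 1 or 2 (2015 and 2323), and not without R_G replicate 1 or R_Y replicate 3 (2922 and 1072).

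For Y_Y, the paper's total is 4225 and the value here 6839. The total came within this limit with 1 added (5397), 0.01 added (6217), no filter (6213), a replicate block (3201) and empirical Bayes without trend and robust options (6145), and not with a filter of 1 FPKM (6861), median-of-ratios scaling (7140), quantile normalization (7085), 1 fit on all 18 libraries (12109), an unadjusted p under 0.005 (7485), an adjusted p under 0.005 (1094) or no limit on the fold change (7007). The paper's number up is 1707 and the value here 3025. Only 1 added (2381) and a replicate block (1351) brought it within the paper's, and none of the others that keep all libraries did (535 to 5863). The paper's number down is 2518 and the value here 3814. The number was within the paper's with 1 added (3016), 0.01 added (3402), no filter (3408), a filter of 1 FPKM (3758), a replicate block (1850) and empirical Bayes without trend and robust options (3448), and not with the scalings (4335 and 4143), 1 fit (6246), an unadjusted p under 0.005 (4153), an adjusted p under 0.005 (559) or no limit on the fold change (3865). The total and the number down with 1 library left out were within the paper's in every case (3157 to 5730 and 1865 to 2928) except without Y_G replicate 1 (2042 and 995). The number up was within it without Y_G replicate 2 or 3 (2424 and 1563) or Y_Y replicate 1 or 2 (1292 and 2034), and not without Y_G replicate 1 or Y_Y replicate 3 (1047 and 2802).

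For R_M, the paper's number down is 2513 and the value here 4078. This was within the paper's with 1 added (2031), median-of-ratios scaling (2735) and quantile normalization (2180), and under none of the others that keep all libraries (0 to 5419). Of the fits that leave out 1 library, it was within the paper's without R_G replicate 2 (3005) or R_M replicate 2 (1701), and not without R_G replicate 1 or 3 (4203 and 5242) or R_M replicate 1 or 3 (1668 and 1632).

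For Y_M, the paper's total is 7007 and the value here 11204. It came within the paper's with 1 added (6462), a filter of 1 FPKM (7983), 1 fit on all 18 libraries (10390) and an unadjusted p under 0.005 (9865), and under none of the others that keep all libraries (2893 to 13306). It also did with the multicoloured libraries as 1 sample (6758), a setting chosen after seeing the values, in which 5606 of the calls are at 0 in all Y_G libraries and have no spread there, and which drops the call of 2 of the 5 genes, among the 7 that the paper lists as commonly up, that were called in Y_M. The paper's number up is 3880 and the value here 6484. Here 1 added (3617), a filter of 1 FPKM (4070) and an unadjusted p under 0.005 (5812) brought it within the paper's, and none of the others that keep all libraries did (1814 to 7711). The paper's number down is 3127 and the value here 4720. It came within the paper's with 1 added (2845), 0.01 added (4572), no filter (4212), a filter of 1 FPKM (3913), 1 fit on all 18 libraries (4185), empirical Bayes without trend and robust options (4590) and an unadjusted p under 0.005 (4053), and not with the scalings (5151 and 4874), a replicate block (1550), an adjusted p under 0.005 (1079) or no limit on the fold change (5595). For single libraries left out, the total, the number up and the number down were all within the paper's without Y_G replicate 1 (8723, 5178 and 3545) or any 1 of the Y_M libraries (6848 to 6921, 4290 to 4409 and 2501 to 2614). None of the 3 was without Y_G replicate 2 (14139, 8403 and 5736) or replicate 3 (11353, 6132 and 5221).

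The paper's number of DEGs changed by at least 500 fold in Y_Y is 11 and the value here 44. No alternative that keeps all libraries brought it within the paper's (21 to 53), and fits with 1 left out were not counted for it. The paper's number of genes expressed in at least 1 sample is 14958, which is also the sum of the regions of its Venn diagrams in Fig. 2. Here 111332 unigenes had at least 0.3 FPKM in a library, and 73752 had at least 1 FPKM. The sum of the regions here was 22947, and 17654 and 11019 in the 2 settings chosen after seeing the values.

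The paper names Cluster-2274.39936 as the most raised gene in Y_Y. Here its log2 ratio of means was 10.99, and that of Cluster-2274.89386, a unigene named after its values were seen, was 12.85. With no filter on low values, and with an adjusted p under 0.005, the largest was 11.30, for another unigene.

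The paper lists 10 genes with the highest FPKM in R_Y and in Y_Y. Here 6 of the 10 were among the 10 highest up-regulated DEGs in each. The paper states that the genes that Table 2 lists for both cultivars are higher in R_Y. The level was higher in R_Y for 1 of the 6 here, and none differed in limma. The log2 ratio against green was larger in R_Y for 3 of the 6 as deposited and for 6 of 6 with median-of-ratios scaling. Table 2 lists log2 fold changes rather than levels, and these are larger in R_Y for all 6. The paper's statement thus matches the order of its fold changes. The paper states that its 7 commonly up genes are higher in Y_Y. The fitted log2 difference was positive for 5 of the 7 here and the difference of mean FPKM for 4, and none differed in limma.

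Calls given below from 1 fit on all 18 libraries rest in part on the small spread of the multicoloured libraries. Some genes that the paper calls were not called here. In R_Y these were Cluster-2274.54336 (limma adjusted p = 0.332), Cluster-2274.52450 (0.132) and Cluster-2274.55102 (0.15), which were called in 1 fit on all 18 libraries (0.0375, 0.0172 and 0.00395), with ranges over the alternatives that keep all libraries of 0.0375 to 0.418, 0.0172 to 0.188 and 0.00395 to 0.306, and at most 0.536, 0.325 and 0.323 with 1 library left out. In Y_Y, Cluster-2274.52450 (0.0857) was called in that fit too (0.017, range 0.017 to 0.173 with all libraries kept and at most 0.28 with 1 left out). In R_Y, Cluster-2274.55794 (0.0936), Cluster-2274.22872 (0.0746) and Cluster-2274.78062 (0.0854) were called with a filter of 1 FPKM and in 1 fit on all 18 libraries. Cluster-2274.61959 (0.0526) was called with these, with 1 added before the logarithm, with quantile normalization, with an unadjusted p under 0.005 and without R_G replicate 3. Cluster-2274.31940 (0.17) and Cluster-2274.31935 (0.655) were called in R_Y only without R_Y replicate 2, among the settings run. In Y_Y, Cluster-2274.31935 (0.0567) was called with 1 added before the logarithm and with a filter of 1 FPKM, with a range of 0.0445 to 0.167 with all libraries kept and at most 0.274 with 1 left out. In the fit that pools the spread over 14 samples, chosen after seeing the values, Cluster-2274.55102, Cluster-2274.61959, Cluster-2274.55794, Cluster-2274.22872 and Cluster-2274.78062 were called in R_Y. In R_M, Cluster-2274.22872, Cluster-2274.58920, Cluster-2274.31722 and Cluster-2274.48364 were not called, and in Y_M Cluster-2274.22872 and Cluster-2274.31722 were not. In R_M, Cluster-2274.58920 was called in 1 fit on all 18 libraries, Cluster-2274.31722 in that fit, with a filter of 1 FPKM and without R_G replicate 1, and Cluster-2274.48364 without R_G replicate 3. In Y_M, Cluster-2274.31722 was called in that fit and without Y_G replicate 1, and Cluster-2274.22872 without Y_G replicate 2.

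The paper states that more genes change in multicoloured than in etiolated seedlings. With 3 libraries as samples, R_M had 5663 DEGs against 4433 in R_Y and Y_M 11204 against 6839 in Y_Y. Among the alternatives set before the data were examined, 1 fit on all 18 libraries gave fewer in multicoloured seedlings of both cultivars (5318 against 11040, and 10390 against 12109). In Shiranuhi there were also fewer with no filter on low values (1037 against 3441), and a replicate block gave 0 in both in limma (18993 in R_M and 16456 in R_Y at an unadjusted p under 0.05). With 1 R_M library left out there were 2557 to 2686 DEGs in R_M, and with 1 R_Y library left out 1762 to 4493 in R_Y. In Huangguogan there were 6848 to 6921 in Y_M without 1 of its libraries, and 3157 to 5730 in Y_Y without 1 of its own. Every other alternative set beforehand that keeps all libraries gave more in multicoloured seedlings of both cultivars. With an adjusted p under 0.005 there were 730 against 291, and 2893 against 1094. With the multicoloured libraries as 1 sample, R_M had 2613 DEGs against 4433 in R_Y, and Y_M had 6758 against 6839 in Y_Y, though 2297 and 5606 of the multicoloured calls were at 0 in all green libraries and have no spread there. With the spread pooled over 14 samples the numbers were 58 against 7108, and 229 against 7719. Both settings were chosen after seeing the values.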

Other observations

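In this part, the tests on the multicoloured libraries, on single libraries, on the shared spread, on the position of R_Y replicate 2 and of multicoloured leaves, and the counts of splits were chosen only after the result was seen.

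The 3 libraries of each multicoloured group differed far less than those of the other groups at abundant unigenes. For the genes with lengths in Table S1, the ratio of chi-square to degrees of freedom was 1.2 in Y_M and 5.14 in R_M, and 315 to 5920 in the other groups, where sampling noise alone gives a ratio near 1. At unigenes of few fragments the dispersion was 1.22 in Y_M and 1.35 in R_M, and 1.38 (Y_G), 1.79 (R_G), 1.93 (R_Y) and 2.53 (Y_Y) in the others, where noise gives at most 1.05. The multicoloured groups were the lowest there too, but above the noise. Depth does not account for it, since the median of mapped fragments was 19823374 in the multicoloured libraries and 18391910 in the others. A candidate explanation is that 1 RNA sample lies behind the 3 libraries of Y_M. In R_M, the excess over 1 cannot tell 3 draws from 1 pool of leaves from repeated libraries of 1 RNA sample, and these 2 cannot be told apart there. The paper reports more than 10 leaves from each kind of seedling, and for qRT-PCR it states that 3 independent seedlings of each kind served as biological replicates. Whether the sequenced libraries came from those seedlings is not stated. No biological explanation was tested.

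More DEGs in the multicoloured than in the etiolated comparison may follow from this small spread. A single R_M library against R_G gave at most 160 DEGs and a single Y_M library against Y_G at most 404, while single etiolated libraries gave at least 3232 and 1814. With 3 libraries kept and 1 spread for all 18 libraries, R_M had 5318 DEGs against 11040 in R_Y, and Y_M 10390 against 12109 in Y_Y. The multicoloured libraries lower that spread, which raises the etiolated numbers. A larger response of multicoloured leaves would need multicoloured samples that are independent.

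More DEGs in etiolated Huangguogan than in etiolated Shiranuhi may follow in part from a smaller spread between the Huangguogan libraries compared. The ratio of the counts was 1.54 with the spread of each comparison and 1.1 with 1 spread for all 18 libraries. Under the other alternatives set before the data were examined that keep all libraries it was 1.28 to 3.76, apart from a replicate block (3201 in Y_Y, 0 in R_Y in limma with 16456 at an unadjusted p under 0.05). Fits that leave out 1 library gave 2042 to 5730 DEGs in Y_Y and 1762 to 4493 in R_Y, so the order of the cultivars rests on single libraries. A larger response in Huangguogan stays open.

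For each comparison against green, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. The next largest were 278 in R_Y, 111 in R_M, 20 in Y_Y and 19 in Y_M. With 10 splits the share cannot go below 0.1, so chance cannot be excluded on this count alone.

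Between the cultivars, Y_Y against R_Y gave 10 DEGs, and 6 of 10 splits gave as many (up to 64). The number was 686 without Y_Y replicate 3 and at most 1 without any other 1 of these 6 libraries. It was 223 with no filter on low values, 148 with empirical Bayes without trend and robust options, 470 with an unadjusted p under 0.005, 74 in 1 fit on all 18 libraries and at most 11 under the other alternatives set beforehand. Y_G against R_G gave 274 DEGs, and 2 of 10 splits gave as many (up to 277). Neither count excludes chance. Over the 12 green and etiolated libraries, with stage as covariate, limma called 0 unigenes between the cultivars (3805 at an unadjusted p under 0.05) and 12969 between etiolated and green with cultivar as covariate.

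R_Y replicate 2 lay nearer the green libraries than the other R_Y libraries at unigenes raised by etiolation. For unigenes raised in Y_Y, its median position was 61.8% of the way from the other R_Y libraries to green (1154 unigenes, quartiles 20.2% and 93%), while for those lowered in Y_Y it was 3.2% (1472 unigenes). Green leaf tissue in the sample would move both sets by the same share, so the values argue against it as the whole cause. With median-of-ratios scaling they were 61.1% and 3.2%. This library also had 164 unigenes outside the shared cluster number with at least 5 FPKM and listed at 0 in the other libraries, against 7 to 45 in the others, with a highest value of 1020.28 FPKM and 0.56% of its FPKM. Their source was not tested. A seedling at another stage of etiolation stays open as untested.

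In multicoloured leaves, unigenes raised by etiolation in the other cultivar lay near the level of green as deposited. Their median position was 0.8% of the way from green to etiolated in R_M and 0.4% in Y_M, inside or near the range of single green libraries (-0.2% to 0.7% and -0.3% to 0.4%). Unigenes lowered by etiolation lay 46.5% of the way in R_M and 54.1% in Y_M, where single green libraries lay at 5.5% to 37% and 7.1% to 16.7%. After median-of-ratios scaling the positions were 4.1% and 32.2% in R_M, where single green libraries lay at -0.2% to 0.2% and -1.1% to 42.9%, and 0% and 56.7% in Y_M, where they lay at -0.9% to 0.6% and -13.2% to 30%. A mixture of green and etiolated leaf would move both sets by the same share. In Y_M the values argue against it as the whole cause under both scalings. In R_M they do so only as deposited. After scaling, the raised unigenes lay outside the range of green and the lowered ones within it, so a mixture and other causes cannot be told apart there. An effect of the multicoloured state itself stays open as untested.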
